# Small RNA pyrosequencing in the protozoan parasite *Entamoeba histolytica* reveals strain-specific small RNAs that target virulence genes

**DOI:** 10.1186/1471-2164-14-53

**Published:** 2013-01-25

**Authors:** Hanbang Zhang, Gretchen M Ehrenkaufer, Neil Hall, Upinder Singh

**Keywords:** 5^′^-Polyphosphate small RNA, Argonaute, High-throughput pyrosequencing, Parasite

## Abstract

**Background:**

Small RNA mediated gene silencing is a well-conserved regulatory pathway. In the parasite *Entamoeba histolytica* an endogenous RNAi pathway exists, however, the depth and diversity of the small RNA population remains unknown.

**Results:**

To characterize the small RNA population that associates with *E. histolytica* Argonaute-2 (EhAGO2-2), we immunoprecipitated small RNAs that associate with it and performed one full pyrosequencing run. Data analysis revealed new features of the 27nt small RNAs including the 5^′^-G predominance, distinct small RNA distribution patterns on protein coding genes, small RNAs mapping to both introns and exon-exon junctions, and small RNA targeted genes that are clustered particularly in sections of genome duplication. Characterization of genomic loci to which both sense and antisense small RNAs mapped showed that both sets of small RNAs have 5^′^-polyphosphate termini; strand-specific RT-PCR detected transcripts in both directions at these loci suggesting that both transcripts may serve as template for small RNA generation. In order to determine whether small RNA abundance patterns account for strain-specific gene expression profiles of *E. histolytica* virulent and non-virulent strains, we sequenced small RNAs from a non-virulent strain and found that small RNAs mapped to genes in a manner consistent with their regulation of strain-specific virulence genes.

**Conclusions:**

We provided a full spectrum analysis for *E. histolytica* AGO2-2 associated 27nt small RNAs. Additionally, comparative analysis of small RNA populations from virulent and non-virulent amebic strains indicates that small RNA populations may regulate virulence genes.

## Background

RNA interference (RNAi) is a well-conserved gene regulatory pathway found in most eukaryotes [1,2]. Many important biological functions are controlled by RNAi such as developmental regulation [3], genome protection against viruses and transposons [4], and DNA elimination [5]. Small RNA (sRNA) molecules, usually 20 – 30nt, are the key elements for RNAi. Guided by their associated protein complexes, they base-pair to the targeted transcripts or genomic loci to trigger gene silencing at either the transcriptional or post-transcriptional level [6]. In recent years, high throughput sequencing has facilitated the identification of diverse species of small RNAs in different organisms [7].

Several protozoan parasites such as *Trypanosoma brucei, Toxoplasma gondii*, *Giardia lamblia*, *Trichomonas vaginalis*, and *Entamoeba histolytica* contain key genes of the RNAi pathway in their genomes [8,9]. The functions of RNAi in parasite biology include retrotransposon control in *T. brucei*[10], gene regulation in *E. histolytica*[11,12], and control of antigenic variation in *G. lamblia*[13,14]. In *T. gondii* and *T. vaginalis* the studies have been limited to endogenous small RNA sequencing with no functional studies yet reported [15,16].

*E. histolytica* causes dysentery and liver abscesses in humans and affects 500 million people worldwide [17]. The study of this important human parasite has been hampered by lack of standard molecular genetic tools due to the polyploid nature of the *E. histolytica* genome [18]. Recently, several RNAi-based gene knockdown approaches -- dsRNA/siRNA [19,20], short-hairpin RNA [21] and a transcriptional gene silencing approach in the G3 parasite strain [22] -- have been established in this organism. We have shown that *E. histolytica* has a 27nt small RNA population, which has 5^′^-polyphosphate (5^′^-polyP) and 3^′^-OH termini and associates with EhAGO2-2 [11]. Additionally, we have demonstrated that gene silencing in the *E. histolytica* G3 strain is mediated through a siRNA pathway [12].

The *E. histolytica* genome encodes three Argonaute proteins (EHI_125650, EHI_186850, and EHI_177170) of which EhAGO2-2 (EHI_125650) is highly expressed and associates with 27nt small RNAs [11]. In this report, we immunoprecipitated small RNAs bound to EhAGO2-2 and sequenced them using a high throughput pyrosequencing approach, which generated over 360,000 small RNA reads. Analysis of these endogenous small RNAs revealed that their peak-length is 27nt and that there was a strong G bias at the 5^′^-nucleotide. Genome analysis showed that small RNAs largely mapped to annotated protein coding genes (overall mapping to ~4% of protein coding genes in the genome), which can be categorized into three groups: (I) genes with only antisense small RNAs; (II) genes with both antisense and sense small RNAs; and (III) genes with only sense small RNAs. Biochemical analysis revealed that both sense and antisense small RNAs (that map to group I or II genes) have 5^′^-polyP termini. Strand specific RT-PCR showed both sense and antisense transcripts can be detected for group II gene loci, suggesting that bi-directional transcripts are available to serve as templates for small RNA generation. Identification of small RNAs that map to introns as well as exon-exon junctions indicated that *E. histolytica* RNA-dependent RNA polymerase (RdRP) could use both nascent and mature transcript as a template for generating small RNAs. Whole genome microarray data indicated that most protein coding genes with large numbers of antisense small RNAs are not expressed, indicating that antisense small RNAs likely play a role in gene silencing. We further sequenced a size-fractionated small RNA library from the non-virulent *E. histolytica* Rahman strain and identified strain-specific patterns of antisense small RNAs mapping to a virulence gene in a manner consistent with its regulation by small RNAs. In summary, we have characterized the endogenous small RNA populations from a virulent and non-virulent strain of *E. histolytica* using a high-throughput small RNA pyrosequencing approach. Our analysis indicates that the small RNA pathway likely regulates expression of strain-specific genes in this parasite system, including some virulence determinants.

## Results

### High-throughput pyrophosphate sequencing of EhAGO2-2-bound small RNAs

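The HM-1:IMSS library came from small RNAs that co-precipitated with Myc-tagged EhAGO2-2, an Argonaute protein. The authors trimmed the pyrosequencing reads, collapsed identical reads to unique sequences and removed those that matched structural RNAs or repetitive elements. They aligned what was left with Bowtie to the HM-1:IMSS genome, with at most 1 mismatch. The deposited list gives every alignment with its supercontig, strand, position, sequence and mismatch, without the number of reads behind a sequence. It held 339144 alignments of 140943 unique sequences on 1126 supercontigs. The sequences were 16 to 39 nt long. Each alignment was counted as 1 small RNA at its locus, and each unique sequence once where length or nucleotide composition was measured. There is 1 library per strain (n = 1) and no replicate, so no p-value across genes is given between conditions. A test on the unique sequences of 2 libraries compares those libraries. Shares carry Wilson 95% intervals, which cover counting error only. The alignments of a sequence with several loci are not independent, because the sequence is counted at each of them. The smallest share this depth can show, 3 counts of the total, was 0.00213% of the sequences and 0.000885% of the alignments. Gene positions were worked out for genes of the paper's Table S2 from their listed lengths, distances and orientations and from the bases that the alignments cover. Of the 215 genes in that table, 160 were placed, 146 in clusters and 14 in pairs, and values given per gene cover these 160. A small RNA was assigned to a gene when its first nucleotide lay in the gene.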

A library of EhAGO2-2 associated small RNAs was generated from RNA obtained by immunoprecipitation (IP) with anti-Myc antibody in *E. histolytica* HM-1:IMSS cells stably expressing Myc-tagged EhAGO2-2. We have previously shown that EhAGO2-2 specifically associates with 27nt small RNAs, which have 5^′^-polyP and 3^′^-OH termini [11]. Thus, the small RNA library was generated using a 5^′^-P independent cloning approach (Table 1). 454 Genome Sequencer process-specific A and B adaptors were incorporated into the cDNA small RNA library by PCR and a full sequencing run was performed generating a total of 362,445 sequences. Using the small RNA sequence analysis workflow (Additional file 1: Figure S1), we removed adaptor and linker sequences and limited the size to 15-40nt. The resulting output contained 340,280 sequences that represented 209,513 unique sequence reads. 

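The deposited sequence names carry separate number series for sequences cloned once and for those cloned more than once, and the highest number in the latter series was 50609. By these names, 99664 of the 140943 genome-mapped sequences (70.7%, 95% interval 70.5 to 70.9) were cloned once and 41279 more than once.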

About 75.8% (158,904) of the unique sequences were cloned only once indicating that the current sequencing was far from saturating (Table 1).

**Table 1:** **The algorithm for small RNA processing for the EhAGO2-2 IP small RNA library from *E. histolytica *HM-1:IMSS**

**Procedures**	**Output**
5^′^-P independent cloning (5^′^CIP+PNK method)	HM-1:IMSS AGO2-2 IP library
Total reads by Pyrosequencing	362,445 reads
Primer trimming, size-limiting (15–40nt)	340,280 reads
Unique sequences (percentage)	209,513 unique sequences (158,904 cloned only once; 75.8%) (50,609 cloned more than once; 24.2%)
Scan for tRNA, rRNA	tRNA: 1,640 sequences rRNA: 3,456 sequences
Scan for SINE/LINE, EhERE elements	8,073 sequences
Map to *E. histolytica* genome	**140,943 sequences**
Map to *E. histolytica* predicted ORFs	100,190 sequences

One pyrophosphate sequencing run was performed. Unix tools were used to remove adaptor and linker sequences. The Bowtie alignment tool was used to scan for structural RNAs, repetitive elements and for the final genome mapping. The numbers of reads that map to the genome sequence at each step are listed.

We used the Bowtie alignment tool [23] to filter out reads that mapped to structural RNAs: tRNA (1,640 reads), rRNA (3,456 reads) and repetitive elements (EhSINEs, EhLINEs and EhERE elements) (8,073 reads). The remaining dataset (196,343 reads) was mapped to the *E. histolytica* HM-1:IMSS genomic sequence. A total of 140,943 reads mapped to the genome (with perfect match or one nucleotide mismatch) with 100,190 reads mapping to open reading frames and 85,000 reads mapping to a single gene locus (Additional file 1: Figure S2). This dataset targets ~4% of annotated protein coding genes in the *E. histolytica* genome (using ≥ 50 small RNAs mapping to each gene as a cutoff). 

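Of the 140943 sequences aligned to the genome, 84917 (60.2%, 95% interval 59.99 to 60.50) aligned to a single locus. A perfect match was listed for 116657 sequences (82.8%, 82.6 to 83.0). With perfect matches only, 80669 sequences aligned to a single locus. More than 5 loci were listed for 13603 sequences (9.65%, 9.50 to 9.81), which together gave 121223 of the 339144 alignments. The largest number of loci for one sequence was 165.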

The genome mapping revealed some striking features. First, many small RNA reads mapped antisense to annotated protein coding genes (44.6%); small RNAs that mapped to intergenic regions (25.4%) and sense to protein coding genes (19.4%) were less common (Figure 1A). 

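On the 160 placed genes, 112520 alignments were assigned, 98810 antisense and 13710 sense. The antisense share was 87.8% (95% interval 87.6 to 88.0; exact binomial test against an equal split, two-sided, p = 1e-300, the smallest value given). The share was 95.9% for sequences aligned to a single locus, the alternative that moved it most. Antisense small RNAs outnumbered sense small RNAs on 156 of the 160 genes. These genes all come from the paper's list of clustered and paired genes with at least 50 small RNAs, so the share leaves out unpaired genes. The share of intergenic reads was not analysed here.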

Second, small RNAs mapping to SINE/LINE retrotransposon elements and other potential repetitive regions in the genome only accounted for 5% and 2.4% of the reads respectively. This demonstrates that EhAGO2-2 is not primarily associated with small RNAs derived from transposons, in contrast to the single *T. brucei* Argonaute protein, which has been shown to associate with small RNAs that map primarily to transposons and are thought to control their expression [10,24,25]. Third, the mapping of small RNA to the genome indicated that small RNA reads tend to be derived from a small number of genomic locations or “hot spots”. 

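Small RNAs of the HM-1:IMSS library fell in 16548 windows of 500 bp when each was counted by its first nucleotide. The 802 windows with at least 100 small RNAs held 86.4% of all alignments (95% interval 86.3 to 86.6).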

When the genome was scanned using a 500 bp window, the majority of small RNAs arose from 1.9% of total windows in genome. This suggests that the small RNAs could associate with certain genomic features such as repeat regions, centromeric or telomeric regions, which have been shown to be a source of small RNAs in other systems [26,27]. In summary, our pyrosequencing data indicated that EhAGO2-2 associates with an abundant endogenous small RNA population, which is largely derived from the predicted protein coding genes in *E. histolytica.*

**Figure 1:**
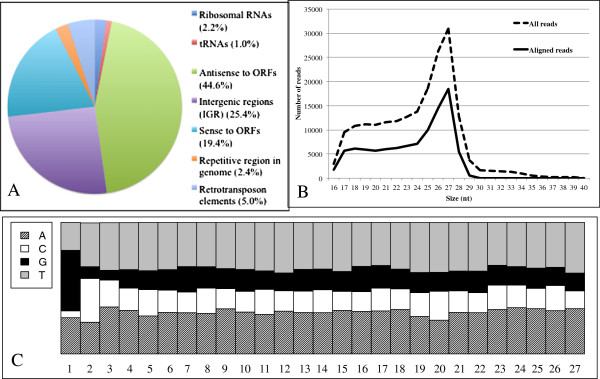
**Characterization of endogenous small RNAs that bind EhAGO2-2 in *E. histolytica *HM-1:IMSS trophozoites. **(**A**) The composition of small RNAs from the EhAGO2-2 IP small RNA library that match the *E. histolytica* genome annotation in the HM-1:IMSS strain. (**B**) Small RNA length distribution for all reads (dashed black line) and all reads remaining after filtering out those that originate from structural RNAs and repetitive elements reads (solid black line) is shown. (**C**) Nucleotide frequency at each position for the aligned 27nt reads reveals a 5^′^-G predominance

### Small RNAs are largely 27nt size with a striking 5^′^-G bias

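Among the 140943 genome-mapped sequences of the EhAGO2-2 IP library, 26022 were 27 nt long (18.5%, 95% interval 18.3 to 18.7). The next most frequent length, 26 nt, had 20837 sequences (exact binomial test of 27 nt against 26 nt, two-sided, p = 5.4e-127). Sequences of 25 to 28 nt numbered 68821 and those of 16 to 24 nt numbered 71100. When only sequences cloned more than once were counted, an alternative chosen after seeing the data, the 27nt share was 24.7%.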

We analyzed the size distribution and nucleotide composition of small RNAs and found that all reads (excluding reads from tRNAs, rRNAs and repetitive elements) peaked sharply at 27nt (Figure 1B), consistent with the size of small RNAs previously noted to associate with EhAGO2-2 [11]. When nucleotide frequency was plotted at each position for the 27nt population we noticed a striking 5^′^-G bias (Figure 1C). 

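In the HM-1:IMSS library, 11791 of the 26022 sequences of 27 nt started with G (45.3%, 95% interval 44.7 to 45.9). The share was higher than among 17nt sequences of the same library, of which 1280 of 7244 started with G (17.7%, 16.8 to 18.6; Fisher's exact test, two-sided, p = 1e-300, the smallest value given). With sequences cloned more than once, an alternative chosen after seeing the data, 53.5% of the 27nt sequences started with G.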

The nucleotide frequency for the 26nt and 28nt small RNAs also shows a 5^′^-G propensity, but this was not the case for 17nt small RNAs indicating that the smaller sequences are likely degradation products (Additional file 1: Figure S3). 

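A first-position G was found in 45.2% of the 20837 sequences of 26 nt (95% interval 44.6 to 45.9) and in 38.3% of the 7818 sequences of 28 nt (37.2 to 39.3). The share rose from 17.7% at 17 nt to 29.0% at 23 nt (28.1 to 30.0) and 41.3% at 25 nt (40.5 to 42.1).

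**Figure D1:**
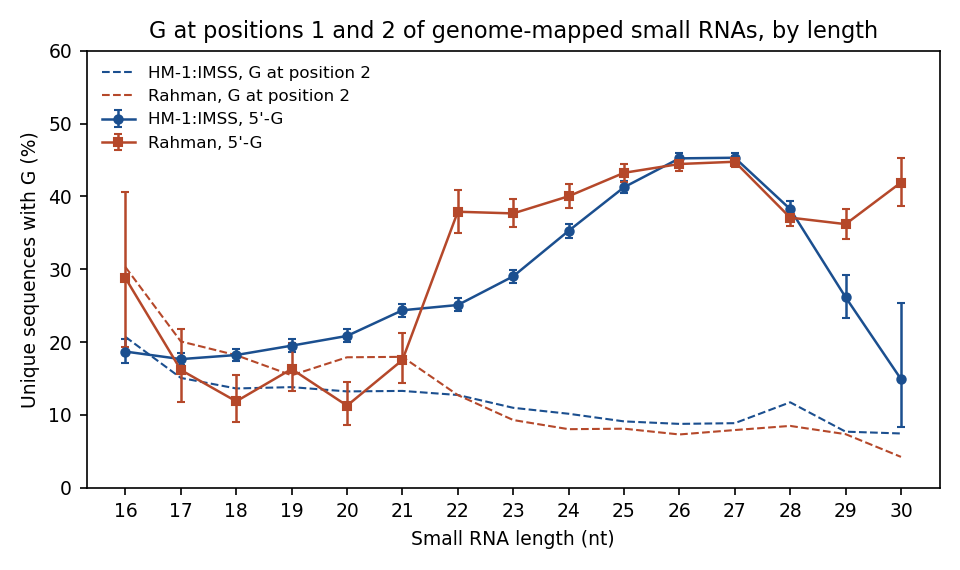
Percentage of unique genome-mapped sequences with G at the first position (solid lines with Wilson 95% intervals) and at position 2 (dashed lines), by small RNA length in nt, for the HM-1:IMSS and Rahman libraries. The first-position share reached 45.3% at 27 nt in HM-1:IMSS and 44.8% in Rahman, while 8.88% and 7.93% had G at position 2.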

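At the remaining positions of the 27nt sequences of the HM-1:IMSS library, G was least frequent at position 3 (7.79%, 95% interval 7.47 to 8.12) and most frequent at position 7 (18.5%, 18.1 to 19.0). At position 2 it made up 8.88% (8.54 to 9.23).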

Given that the *E. histolytica* genome is very AT-rich (approximately 75% AT) [28], the 5^′^-G bias in small RNAs is remarkable when compared to all the remaining plotted positions for small RNAs. A 5^′^-G bias in small RNAs has been reported in two other organisms, i.e. *C. elegans* and *Ascaris*, where 22G populations with 5^′^-polyP termini are defined as secondary siRNAs and thought to be generated by RdRP [29,30]. Thus, we reason that the 5^′^-G biased 27nt small RNAs are likely RdRP-related and function as silencing siRNAs in *E. histolytica*.

### Small RNA distribution patterns in the genome

The *E. histolytica* genome was first published in 2005 [31] and a second version including new assemblies and reannotation was released in 2010 [32]. The current genome assembly is still in scaffold stage, which contains 1,496 supercontigs and 8,201 genes. To gain an overview of small RNA distribution in the genome, we mapped small RNAs using the Bowtie alignment tool [23]. We identified 216 supercontigs that had ≥100 small RNAs, and which accounted for 52% of the genome size (10.8 Mb/20.8 Mb) and which contained 96% of the total small RNAs. 

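Alignments of the EhAGO2-2 IP library lay on 1126 supercontigs, and 216 of them had at least 100 small RNAs. These 216 held 95.9% of the 339144 alignments (95% interval 95.8 to 95.9). When each alignment counted 1 divided by the number of alignments of its sequence, 131 supercontigs reached 100, and with sequences aligned to a single locus 95 did.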

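The 19 supercontigs with the most small RNAs held 167675 of the 339144 alignments (49.4%, 95% interval 49.3 to 49.6). They sum to 405486 bp, which gives 414 alignments per kb. Counts ran from 15872 on DS571415 to 5219 on DS571455. Under the alternatives the share was between 50.2% and 52.4%.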

Specifically, the small RNAs were highly enriched on 19 supercontigs that although only 0.4 Mb in total size contained ~50% of all sequenced small RNAs (Additional file 2: Table S1). As the structure of the genome is unknown at present, we do not know if the 19 supercontigs that were enriched in small RNAs belong to centromeric or telomeric regions. To analyze the overall small RNA density distribution on the genome, we scanned the genome using a 500 bp window, and counted numbers of small RNAs in each window. We defined a “hot spot” as containing ≥100 small RNAs per window; using these parameters, there were 784 “hot spot” windows out of 41,600 genomic windows. 

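With 500 bp windows that start at the first base of each supercontig, 802 windows had at least 100 small RNAs of the HM-1:IMSS library. Windows that started 250 bp later gave 803. The number fell most when only 27nt sequences were counted, to 116.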

The graphic views of “hot spot” distribution further revealed that most small RNAs arose either from some large clusters (≥ 3 genes and up to 14 genes that have abundant small RNAs) (Additional file 1: Figure S4A) or from isolated peaks (Additional file 1: Figure S4B). There are regions of the genome that had only a few mapped small RNAs (Additional file 1: Figure S4C).

We analyzed the protein coding genes to which small RNAs mapped, and found that many genes had only a few small RNAs that mapped to them and hence are likely artifacts. Thus, we tested our dataset with different cutoffs for the number of small RNAs mapping to a gene; we used four measures (no cutoff, ≥10, ≥25 or ≥50 small RNAs mapping to a gene). For each cutoff, we identified the number of protein coding genes in each category (antisense only small RNAs; sense and antisense small RNAs; and sense only small RNAs) and plotted the microarray expression value for these genes (see later section on "A global assessment of genes potentially regulated by small RNAs in *E. histolytica*"). For the two least stringent criteria (no cutoff or ≥10 small RNAs mapping to a gene), we observed no significant difference in the microarray expression value for the three categories of protein coding genes (Additional file 1: Figure S5A and Additional file 1: Figure S5B). However, when we used either the ≥25 or ≥50 small RNA cutoff, we identified significantly lower expression among genes with antisense or sense/antisense small RNAs compared to genes with sense small RNAs (Additional file 1: Figure S5C and Additional file 1: Figure S5D). The total number of protein coding genes using either cutoff (≥25 and ≥50 small RNAs) was relatively similar (420 and 358 genes, respectively). To be as stringent as possible, we decided to use a cutoff of ≥50 small RNAs mapping to a gene for further analysis. Overall, 358 protein coding genes (~4% of the genome) had ≥50 small RNAs that mapped to them. These protein coding genes could be categorized into three groups: (I) 226 genes with only antisense small RNAs; (II) 45 genes with both antisense and sense small RNAs; and (III) 87 genes with only sense small RNAs. 

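All 160 placed genes had at least 50 small RNAs of the HM-1:IMSS library, which follows from the list they were taken from, and all 160 had at least 100. With sequences aligned to a single locus, the alternative that changed this number most, 52 of the 160 genes had at least 50.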

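Among the 160 placed genes, 119 had at least 50 antisense and fewer than 50 sense small RNAs (group I). At least 50 of both were found on 38 genes (group II), and 3 genes had at least 50 sense and fewer than 50 antisense small RNAs (group III). Of the 121 placed genes that the paper lists in group I, 119 were in group I here and 2 in group II. The 35 placed genes of its group II were all in group II here. Of the 4 of its group III, 3 were in group III and 1 in group II. Antisense counts in group I ran from 101 to 5580 small RNAs per gene, with a median of 392. The highest belonged to EHI_164190 on the minus strand of DS571214, from 1336 to 5172, which had the most small RNAs of any placed gene, 5580 antisense and 11 sense, or 1.46 per bp. Sequences with more than 5 loci gave 516 of its antisense alignments. In group II the antisense counts ran from 127 to 1532, with a median of 665.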

Most genes in group I and II are annotated as hypothetical proteins (206 out of 271). However, a few gene families were represented including AIG1 family proteins (28 genes), beta-amylase (8 genes), deoxyuridine 5^′^-triphosphate nucleotidohydrolase domain proteins (6 genes), DNA polymerase (5 genes), and C2 domain proteins (2 genes).

In order to determine whether protein coding genes with small RNAs are in proximity to each other, we characterized the patterns of genes to which small RNAs map. A cluster is defined as ≥3 contiguous genes (with ≥50 small RNAs mapping to each gene). A pair is defined as 2 contiguous genes (with ≥50 small RNAs mapping to each gene) that are ≤1000 bp apart. There are a total of 358 protein coding genes that have ≥50 small RNAs and of these the majority are in clusters (167 genes) or in pairs (46 genes). These clustered/paired genes were largely in group I and II categories. 

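The placed genes, 146 in clusters and 14 in pairs, comprised 119 group I, 38 group II and 3 group III genes. Table S2 lists 169 genes in clusters and 46 in pairs, of which 55 could not be placed.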

We next looked at transcript orientation in the paired genes. The 46 protein coding genes in pairs had 6 divergent pairs (defined as tail to tail), 7 convergent pairs (defined as head to head), and 10 tandem pairs (defined as two adjacent genes in the same orientation). A total of 145 protein coding genes are unpaired with 63 genes in group I, 8 genes in group II, and 74 genes in group III.

When we characterized clustered protein coding genes (in group of ≥3) with small RNAs, we identified 26 clusters, which ranged in size from a cluster of 3 genes to clusters as large as 14 genes (Additional file 2: Table S2). 

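By the segment labels of Table S2, 35 placed genes lay in D1, 70 in D2 and 26 in D4 regions, and 29 carried no segment label. The D1 genes lay on 6 supercontigs, the D2 genes on 8 and the D4 genes on 5.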

A substantial number (19 out of 26) of clusters are in previously identified regions of D1, D2 and D4 genome duplication, which are segmental duplications with each segment flanked on both ends by inverted repeats such as IR/EhERE1/EhLINEs [32]. Clusters that are not in regions of D1-D4 genome duplications are still flanked by repetitive elements at either one or both ends (Additional file 2: Table S2). Thus, clustered genes (that have large numbers of small RNAs) are more likely to be associated with repetitive elements.

In order to determine whether small RNAs are enriched on paired or clustered protein coding genes or in the intergenic DNA regions, we calculated the small RNA density on these paired/clustered genes as well as the intergenic regions between genes. This was calculated as small RNA/bp. 

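The mean density in the HM-1:IMSS library was 0.808 small RNAs per bp on the 160 placed genes (median 0.588). On the 118 stretches between neighbouring placed genes it was 0.456 (median 0.170). The ratio of the means was 1.77, with an interval of 1.75 to 1.79 that reflects the counting error of the small RNAs only. Pooled over 167179 bp of genes and 58168 bp of stretches, the ratio was 1.22. Of the 118 stretches, 82 were less dense than both flanking genes, and 20 had no small RNA. These 20 were 8 to 203 bp long, and most were no longer than 49 bp. The genes were listed for at least 50 small RNAs and placed only with at least 50% of their bases covered. Neither was asked of the stretches, so this selection can itself raise the density on genes relative to them. The genes and stretches come from 1 library and are not replicates, so no p-value is given. Of the alternatives set before the data were examined, sequences aligned to a single locus moved the ratio most, to 3.13, but this value covers only the 52 genes that still had at least 50 small RNAs and the 24 stretches between them. With all 160 genes and 118 stretches kept, an alternative chosen after seeing the data, the ratio of the means on such sequences was 4.12 (0.259 over 0.0628 per bp) and the pooled ratio 1.14. Sequences cloned more than once, also chosen after seeing the data, left 136 genes and 85 stretches. The ratio of the means on them was 1.67, but the pooled ratio was 0.913, with the higher pooled density between genes.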

We identified that the density of small RNAs mapping to intergenic regions was significantly lower compared to small RNA density mapping to paired/clustered genes (Additional file 1: Figure S6)(mean value 0.12 vs 0.54; p-value < 2.2e-16). This indicates that small RNA synthesis is most likely templated using a given gene rather than a long template covering several genes. For intergenic regions that had high small RNA density, we found these small RNAs are often in discrete sections or adjacent to predicted genes. Thus, we postulate that this may be due to small RNAs mapping to an unannotated gene or UTRs.

In summary, our analysis suggests that the small RNA targeted protein coding genes tend to be in pairs or clusters, and that clusters of genes with small RNAs are more often associated with repetitive elements. Small RNA density on paired/clustered genes versus intergenic regions implies that it is unlikely for either DNA or a long transcript covering several genes to be used as a template, but rather that transcript derived from each gene is the most likely template.

### Small RNA distribution patterns within protein coding genes

We have previously shown that small RNAs that map antisense to protein coding genes tend to be most abundant toward the 5^′^-end of genes [11]. However, that analysis was done using a very limited dataset of small RNAs generated from Sanger sequencing. Our new pyrophosphate sequencing dataset enabled us to examine this observation on a larger scale. Using the stringent criteria of ≥50 small RNAs mapping to a gene, a total of 226 protein coding genes were categorized as group I (genes with only antisense small RNAs). We plotted small RNA distribution along each gene (normalizing the gene length to one; with the position of each small RNA determined by its first nucleotide within the mapped protein coding gene) (Figure 2A). There was a clear trend showing that most antisense small RNAs mapped toward the 5^′^-termini of predicted genes. This trend holds true for most targeted protein coding genes (174/226 or 77%) and was not caused by a few genes with a high number of small RNAs at the 5^′^-end. 

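On the 119 group I genes, 44945 of the 67537 antisense small RNAs of the HM-1:IMSS library started in the 5′-half of the gene (66.5%, 95% interval 66.2 to 66.9; exact binomial test against an equal split, two-sided, p = 1e-300, the smallest value given). The first 10% of the gene held 10783 of them and the last 10% held 2917. The share was 74.4% for sequences aligned to a single locus, on the 46 genes left in group I, the largest change among the alternatives.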

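Most antisense small RNAs lay in the 5′-half on 98 of the 119 group I genes (82.4%), and the median over these genes was 64.4%. The gene with the most antisense small RNAs gave 8.26% of those on group I genes. Counted on sequences with a single locus, 45 of 46 group I genes had most of them in the 5′-half.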

For the 5^′^-polyP small RNAs in *Ascaris* and *C. elegans*, there is a clear difference of small RNA distribution on their corresponding mRNA targets. In *C. elegans* 22G-RNAs are mostly enriched at 3^′^-end of the mRNA [33], while *Ascaris* 22G-RNAs are distributed toward the 5^′^-end of mRNAs [30]. Our results indicate that the small RNA distribution pattern for the antisense small RNAs in *E. histolytica* is more similar to that in *Ascaris* as compared to *C. elegans*. The 5^′^-bias of antisense small RNAs could reflect the heavy recruitment of RdRP complexes to these regions, and the exact mechanism of RdRP in generating secondary antisense small RNAs is largely unknown at present.

**Figure 2:**
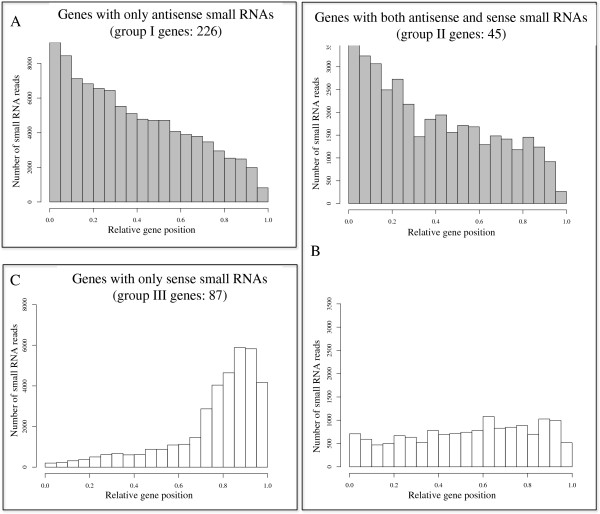
**Genome-wide analysis of small RNA distribution patterns to amebic protein coding genes.** Each small RNA read was assigned a position value based on the position of the starting nucleotide along the gene. The gene length for each protein coding gene was normalized to one. Total number of small RNA reads (y-axis) was plotted from 5^′^ to 3^′^ according to their relative position within all genes (x-axis). (**A**) Small RNA distribution on genes with only antisense small RNAs. (**B**) Small RNA distribution on genes with both antisense (gray) and sense small (white) RNAs. (**C**) Small RNA distribution on genes with only sense small RNAs. Grey bars: antisense small RNAs; White bars: sense small RNAs.

For the group II genes (45 genes with ≥50 antisense and ≥50 sense small RNAs), we similarly plotted the small RNA distribution along each gene. 

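On the 38 group II genes, 20222 of 31272 antisense small RNAs of the HM-1:IMSS library started in the 5′-half (64.7%, 95% interval 64.1 to 65.2; exact binomial test, two-sided, p = 1e-300, the smallest value given). On 29 of the 38 genes (76.3%) most antisense small RNAs lay there. Copies of a gene count separately in such tallies. EHI_009020, EHI_035700 and EHI_148800, for example, each had 638 antisense small RNAs with 408 in the 5′-half. Sense small RNAs started in the 3′-half in 6045 of 11236 cases (53.8%, 52.9 to 54.7; exact binomial test, two-sided, p = 8.2e-16). One sequence can be counted on several of these genes. With each sequence counted once, at the first of its alignments on the genes, an alternative chosen after seeing the data, 2835 of 4681 sense sequences lay in the 3′-half (60.6%, 59.2 to 62.0; exact binomial test, p = 1.3e-47). By gene, 19 had most sense small RNAs in the 3′-half, 18 in the 5′-half and 1 an even split. With 27nt sequences only, 52.1% of sense small RNAs lay in the 3′-half, and the split no longer differed from an equal one (exact binomial test, p = 6.5e-02).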

We noted that antisense small RNAs were distributed with a 5^′^-enrichment (42/45 genes or 93%), while the sense small RNA distribution pattern was more heterogeneous (5^′^-enriched in 16/45 genes; 3^′^-enriched in 20/45 genes; evenly distributed in 9/45 genes) (Figure 2B). 

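Antisense small RNAs outnumbered sense small RNAs on 37 of the 38 group II genes. The exception was EHI_095480, on DS571415 from 14793 to 16103, with 867 antisense and 911 sense small RNAs. EHI_148800, on DS571146 from 159595 to 160908, had 638 antisense and 536 sense small RNAs.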

Additionally, we noted that for group II genes, in most cases the number of antisense small RNAs was greater than the number of sense small RNAs for each gene locus (Figures 2B and 3A).

**Figure 3:**
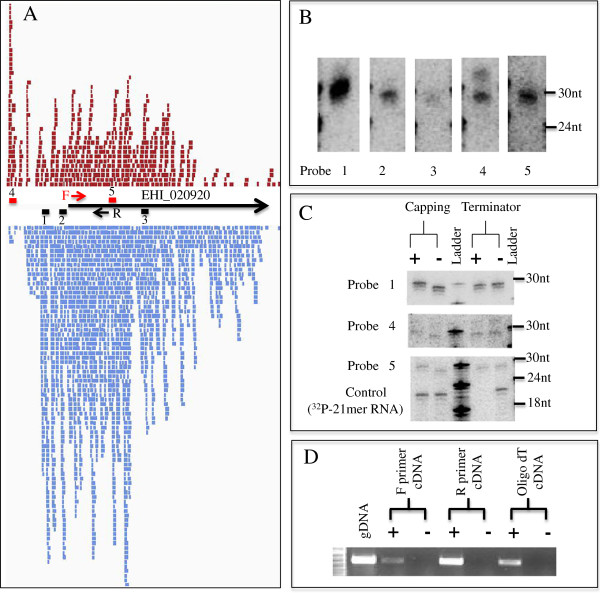
**Small RNA distribution and biochemical analysis of small RNAs for genes with both antisense and sense small RNAs. **(**A**) EHI_020920 (represented by arrow) is depicted with the small RNAs that map to it; each bar represents one unique small RNA (red: small RNAs map to upper strand, sense to EHI_020920; blue: small RNAs map to lower strand, antisense to EHI_020920). The positions of selected probes used for small RNA Northern blot analysis are represented by bars and numbers (black for detecting antisense small RNAs; red for detecting sense small RNAs). The positions of the F and R primers, used to generate cDNA for the strand-specific RT-PCR, are shown. (**B**) Northern blot analysis detected signal for antisense small RNAs (probes 1, 2, 3) and sense small RNAs (probes 4, 5). (**C**) Sense small RNAs have 5^′^-polyP termini. 10 μg small RNA enriched sample was treated with Terminator or Capping enzyme. Probes 1, 4, 5 were used for Northern blot analysis. A control oligonucleotide that is labeled with a 5^′^-monoP is degraded by Terminator and has no change in size with capping enzyme, as expected. (**D**) Strand specific RT-PCR demonstrates both sense and antisense transcripts for EHI_020920. cDNA was generated using F and R primer (to detect antisense and sense transcript, respectively) as well as oligo dT primer. RT-PCR reveals both antisense and sense transcripts with antisense transcript at lower abundance than sense transcript. Both RT (+) and control reactions lacking RT (−) are shown.

In contrast, when small RNA distribution was plotted for group III genes (87 genes with only sense small RNAs), it became apparent that sense small RNAs were enriched towards the 3^′^-end of each gene (81/87 or 93%) (Figure 2C). 

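Table S2 lists few genes with sense small RNAs only, and 3 placed genes were in group III. On them, 926 of 1529 sense small RNAs of the HM-1:IMSS library started in the 3′-half (60.6%, 95% interval 58.1 to 63.0; exact binomial test, two-sided, p = 1.4e-16). By gene, 20 of 110, 303 of 553 and 603 of 866 sense small RNAs lay there. Of these sense small RNAs, 177 were 27 nt long and started with G (11.6%, 10.1 to 13.3), against 5342 of the 67537 antisense small RNAs on group I genes (7.91%, 7.71 to 8.12; Fisher's exact test, two-sided, p = 8.2e-07). On sequences aligned to a single locus, 1 gene was left and the order was reversed, with 6.15% of its sense small RNAs of 27 nt with a first G. That difference was not resolved (Fisher's exact test, p = 8.2e-01).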

We noticed that genes with only sense small RNAs mainly code for four highly expressed gene families (i.e. 40S ribosomal protein S16 (4 genes); Gal/GalNAc lectin (6 genes); three protein kinase families (44 genes); and hypothetical proteins (4 genes)). Since our cloning method will capture all types of small RNAs (5^′^-cap, 5^′^-PPP, 5^′^-P, 5^′^-OH), degradation products with 5^′^-OH species would also be cloned; this may suggest that at least some of the sense small RNAs might be mRNA degradation products. However, we found no sense small RNAs to other highly expressed genes, indicating some specificity for sense small RNAs to these specific loci. Since the mapping of sense small RNAs to many genes often had abrupt boundaries within/near 3^′^ end of genes and sometimes extended into intergenic regions (Additional file 1: Figure S7), we felt that some mapping artifacts could be due to poor genome quality in these regions. As the *E. histolytica* genome is not complete at present, we cannot rule out whether or not these sense small RNAs are derived from some other loci.

Although sense small RNAs have been identified in almost all cloning libraries, these types of small RNAs have largely been ignored since it is hard to evaluate their identity as true endogenous small RNAs versus non-specific hydrolysis fragments. In both *C. elegans* and *Ascaris suum*, where 5^′^-polyP small RNAs were found, sense small RNAs were identified but were not characterized [30,33]. For the *E. histolytica* group III genes that have only sense small RNAs mapped to them we have not made any assumptions and have not further characterized the structure, derivation, or function of this category of sense small RNAs.

### Antisense and sense small RNAs (for group I and II genes) have 5^′^-polyphosphate termini

The secondary 5^′^-polyP small RNAs in nematodes (both *C. elegans* and *Ascaris suum*) are thought to be generated by an amplified gene silencing mechanism, likely through RdRP [30,33]. We have previously demonstrated that in *E. histolytica* both endogenous and exogenously triggered antisense small RNAs have 5^′^-polyP termini [11,12]. Since our analysis to date had focused on the antisense small RNAs, we wanted to determine whether the small RNAs that map sense to genes (in the group II category) also have 5^′^-polyP termini. For this purpose, we analyzed small RNAs that mapped sense to the EHI_020920 locus. This gene is highly enriched for both antisense and sense small RNAs with small RNA coverage extending into the apparent 5^′^-upstream region (Figure 3A). 

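EHI_020920 was placed on the plus strand of DS571348 from 19081 to 20604, and 1426 antisense and 361 sense small RNAs of the HM-1:IMSS library started in it. In the 500 bp upstream, from 18581 to 19080, 429 small RNAs lay on the minus strand and 187 on the plus strand. The site of probe 1, from 18881 to 18906, was overlapped by 79 antisense small RNAs, 48 of them by at least 15 nt. Probe 2, from 18998 to 19024, was overlapped by 86, 62 of them by at least 15 nt. At probe 3, from 19701 to 19727, the numbers were 56 and 24. The site of probe 5, which detects sense small RNAs, lay from 19657 to 19683 and was overlapped by 29, of which 13 by at least 15 nt. Each of these 4 probe sequences also matched at least 4 other supercontigs. Sequences with more than 5 loci gave 763 of the 1426 antisense alignments on the gene.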

Northern blot analysis detected signal at 27nt with probes that detect antisense small RNAs (probes 1, 2 and 3) and with probes that detect sense small RNAs (probes 4 and 5) (Figure 3B). All the blots were performed using the same membrane, and therefore the relative band intensity reflects the abundance of small RNAs. We observed a correlation of 5'-enriched distribution of small RNAs with the intensity of probe 1 > probe 2 > probe 3. We then performed a Terminator exonuclease assay and a 5^′^-end Capping assay on the total RNA sample. The signal for sense small RNAs (probes 4 and 5) were resistant to Terminator treatment and shifted up after capping assay, indicating that these small RNAs that map sense to the EHI_020920 locus have 5^′^-polyP termini (Figure 3C). Probe 1, which would detect antisense small RNAs had the expected biochemical features consistent with 5^′^-polyP termini. The control (a “spiked” synthetic 21-mer RNA species, which was labeled to have a 5^′^-monophosphate structure) was, as expected, degraded by Terminator enzyme and unaffected by treatment with capping enzyme.

We further examined a second example: the locus (DS571502:1400–2800 bp) that contains both antisense and sense small RNAs to EHI_130480 and EHI_130490 as well as one potential unannotated gene (Additional file 1: Figure S8). 

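The locus from 1400 to 2800 on DS571502 had 1717 small RNAs on the plus strand and 1631 on the minus strand in the HM-1:IMSS library. EHI_130480, on the minus strand from 1458 to 1766, had 884 antisense and 381 sense small RNAs. EHI_130490, on the plus strand from 1977 to 2324, had 844 antisense and 161 sense small RNAs. Between both genes lay 391 small RNAs, and 684 lay between the end of EHI_130490 and position 2800. No small RNA on EHI_130480 counted antisense came from a sequence aligned to a single locus, whereas 789 of the 844 on EHI_130490 did.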

Probes for detecting antisense (probe 7) and sense (probe 6) small RNAs were chosen for EHI_130480. Northern blot analysis showed signal for both probes at ~27nt; the sense small RNA was resistant to Terminator exonuclease and thus has 5^′^-polyphosphate termini. Thus, for the two loci tested (both of which had abundant antisense and sense small RNAs) we determined that the sense small RNAs also have 5^′^-polyP termini.

The biochemical features of sense small RNAs (in group II genes) having 5^′^-polyP termini was unexpected. 

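Pairs of antisense and sense small RNAs on the 38 group II genes were counted by the overlap of their 5′ ends, over 201 offsets from -100 to 100 nt and for small RNAs of all lengths, which gave 1509786 pairs. Strands of 27 nt with 3′ overhangs of 2 nt would overlap by 25 nt. That overlap ranked 77 of the 201, with 1.04 times the median of 7425 pairs per offset. The most frequent overlap was 2 nt, with 10366 pairs. Overlaps of 23 nt (9134 pairs), which strands of 25 nt with the same overhangs would have, and of 26 nt (8665 pairs) ranked 4 and 8. The overlap of 25 nt ranked 26 when counted on sequences aligned to a single locus, the alternative that changed the rank most. With 27nt sequences only, used here after seeing the data, 22 genes were in group II. The overlap of 25 nt then ranked 104, with 237 pairs against a median of 239. The overlap of 2 nt ranked 1, with 508 pairs, and that of 26 nt ranked 2, with 361 pairs.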

Analysis for pairing between antisense and sense small RNAs showed no enriched pairs for these gene loci (data not shown). In a typical RNAi pathway, dsRNA is chopped into a siRNA duplex, where enriched pairing between antisense and sense small RNAs can be found [34,35]. The lack of pairing between antisense and sense small RNAs in group II genes and the 5^′^-polyP termini for both antisense and sense small RNAs indicates that these small RNAs could be individually processed from bidirectional transcripts at these loci. To determine if this may have occurred, we performed strand-specific RT-PCR for EHI_020920, EHI_130480 and EHI_130490. At all three loci, both sense and antisense transcripts can be detected, albeit with antisense transcripts at much lower level than the sense transcript (Figure 3D, Additional file 1: Figure S8C). Overall transcript levels as assayed by RT-PCR correlated with the abundance of antisense and sense small RNAs mapped to these loci. We further applied the strand-specific RT-PCR assay to two additional protein coding genes (EHI_192590 and EHI_148800), which had both antisense and sense small RNAs and identified transcripts in both directions for these loci (data not shown). Thus, we conclude that although bidirectional transcription has not been previously documented in *E. histolytica*, both antisense and sense small RNAs are likely templated from bidirectional transcripts and generated by an RdRP-dependent mechanism resulting in small RNAs with 5^′^-polyphosphate termini. Natural antisense transcripts have been shown to be a major source of siRNA generation in *Drosophila melanogaster*[36] and in plants [37]. In the parasite, *Giardia lamblia*, bidirectional transcription produces abundant sterile antisense transcripts [38]. Further studies to characterize the extent of natural antisense transcripts in *E. histolytica* and the mechanism for generation of 5^′^-polyP small RNAs are needed. Our demonstration that small RNAs to group II genes (genes with both antisense and sense small RNAs) have 5^′^-polyP termini and strand-specific RT-PCR detecting transcripts in both directions indicates that these sense small RNAs are likely generated from antisense transcript, and indicates that some portion of “sense” small RNAs in our dataset although called “sense”, are truly antisense to the transcript derived from the opposite strand of the examined gene.

### Small RNAs are derived from both unspliced and spliced transcripts

In order to identify whether small RNAs map to spliced or unspliced transcripts, we downloaded both genomic and mRNA sequences for all *E. histolytica* protein coding genes with at least one predicted intron. Small RNAs mapping to introns are defined as those that map to the genomic gene sequence but not the mRNA sequence. Small RNAs mapping to exon-exon junctions are those that map to mRNA sequence but not the genomic gene sequence. We found a total of 52 small RNA reads that spanned exon-exon junctions (51 mapped in the antisense orientation and 1 mapped in the sense orientation) and 1,187 small RNA reads that mapped to predicted introns (908 mapped in the antisense orientation and 279 mapped in the sense orientation) (Additional file 2: Table S3).

We further examined the protein coding genes with at least 50 small RNAs and which also have at least one intron (Additional file 3: Table S8). For this list, we first checked for potential “false introns” caused by genome sequence error, and excluded EHI_018150, EHI_180820 and EHI_137120 as they have many Ns in their intron sequences. We then checked the predicted intronic sequence in the remaining genes for an in-frame stop codon or frame disruption, as this strongly suggests that the intron is correctly predicted (Additional file 3: Table S8). Lastly, we checked for paralogs within these genes. With these criteria, we examined the three categories of genes to which small RNAs mapped to identify small RNAs that mapped to exons, introns and exon-exon junctions (Additional file 3: Table S8). For the group I genes, 18 unique genes had small RNAs that mapped to predicted introns and among them, 4 unique genes also had small RNAs that mapped to exon-exon junctions. For the group II genes, 4 unique genes had antisense small RNAs that mapped to introns and 3 of these also had sense small RNAs that mapped to introns. None of the genes in this category had small RNAs that mapped to exon-exon junctions. For the group III genes, 4 unique genes had small RNAs mapped to predicted introns, but none mapped to exon-exon junctions. Overall, we made a number of observations: (i) a greater number of small RNAs mapped to exons than to the introns for all three groups of genes; (ii) all but one intron-containing gene in groups I and II had small RNAs that mapped to introns; and (iii) only a limited number of genes (4 unique genes) had small RNAs that mapped to exon-exon junctions. These data indicate that both spliced and unspliced transcripts are capable of being used as templates to produce small RNAs in *E. histolytica.* As an example, the mapping of small RNAs to exons, introns and exon-exon junctions are shown for EHI_135940 and EHI_197360 genes (Additional file 1: Figure S9). 

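EHI_135940 was placed on the minus strand of DS571618 from 6157 to 6962. It had 583 antisense small RNAs of the HM-1:IMSS library, or 0.723 per bp over its 806 bp, and no sense small RNA. None of the antisense small RNAs came from a sequence aligned to a single locus. The division of these small RNAs between exons and the intron, exon-exon junctions, and EHI_197360 were not analysed here.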

Further calculations of the small RNA density revealed four-fold greater density of small RNAs in exons than in introns [EHI_135940, exon (0.77) vs. intron (0.19); EHI_197360, exon (0.39) vs. intron (0.10)] (Additional file 2: Table S4). The difference could suggest that spliced transcripts are preferred as templates to unspliced transcripts, or alternatively may simply be a reflection of the ratio of spliced and unspliced transcripts available in the cell.

In *C. elegans,* EGO-1, an RdRP, is critical for *C. elegans* germline development and is responsible for producing 5^′^-polyP antisense small RNAs from mRNA-derived loci. Small RNA sequencing has shown that small RNAs often span exon-exon junctions and rarely map to introns, indicating EGO-1 uses processed mRNA as a template [39]. RdRP could theoretically template on genomic DNA, nascent transcripts, or processed mRNAs. Small RNAs that map to exon-exon junctions provide evidence that a spliced mRNA template is used to generate these small RNAs, whereas small RNAs that map to introns indicate that non-spliced templates can also be used to generate small RNAs. Based on the observations that there are small RNA free genomic regions between genes with antisense small RNAs, and that many more small RNAs map to exons than introns, we conclude that the *E. histolytica* RNAi machinery prefers mature transcript as a template for generating small RNAs. However, the machinery in *E. histolytica* also seems capable of using unspliced transcripts as template, although at reduced levels. 

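Of the 118 stretches between neighbouring placed genes, 20 had no small RNA of the HM-1:IMSS library. These 20 were 8 to 203 bp long and most were no longer than 49 bp, which leaves room for few small RNAs. Of all 118, 82 were less dense than both flanking genes. The mean density was 0.808 per bp on genes and 0.456 per bp between them. The genes, but not the stretches, were selected for their small RNAs, which can add to this difference. From regions without small RNAs between genes with antisense small RNAs, together with the excess on exons over introns, which was not analysed here, the paper concludes that the RNAi machinery prefers mature transcripts as templates.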

Whether this is indicative of the inherent preference of the *E. histolytica* machinery or due instead to the low abundance of unspliced mRNA is not clear at present.

### Small RNAs that map to tRNAs, rRNAs and retrotransposon elements

In order to identify small RNAs that map to the tRNAs, rRNAs and retrotransposon elements, we followed the outline in Additional file 1: Figure S1. *E. histolytica* has uniquely organized tRNA genes that are in multiple tandem-array units, likely arranged at subtelomeric regions and spaced by tandem repeats of AT-rich sequences [40]. The *E. histolytica* rRNA genes reside on an extrachromosomal circular plasmid and two rRNA transcription units are organized as inverted repeats [41]. We mapped the small RNA reads to the tRNA repeat units and the rRNA plasmid. We found that nearly all small RNA reads were in the sense orientation to the coded tRNAs and rRNAs. Additionally, we plotted the size distribution and nucleotide frequency for rRNA reads and noted that small RNAs in these categories did not peak at 27nt (Additional file 1: Figure S10), and did not have a 5^′^-G enrichment (Additional file 1: Figure S11) indicating that these small RNAs are most likely degradation products resulting from these highly expressed structural RNAs. However, we are aware of some recent reports showing that small RNAs could originate from tRNAs and snoRNAs [42,43]. Upon a closer examination of the tRNA reads, we noticed a slight peak at 27nt with some degree of 5^′^-G enrichment for this 27nt population only (Additional file 1: Figure S10 and Additional file 1: Figure S11). Whether or not this indicates that these are functional small RNAs in *Entamoeba* needs further study.

Transposons and repetitive DNA are abundant in *Entamoeba* and hundreds of copies of the long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs) can be found in the *E. histolytica* genome [44,45]. Our small RNA dataset contains 5% of reads that mapped to LINE and SINE elements. Analysis of the lengths of these small RNAs showed two peaks (one at 27nt and the other at 17nt) (Additional file 1: Figure S10). When nucleotide composition is plotted, the 5^′^-G propensity is apparent for the 27nt peak, but not for the 17nt peak (Additional file 1: Figure S12). Thus, the 27nt small RNA population that maps to LINE/SINE elements had features similar to those that map to coding regions and are likely not artifacts. As an example, we mapped small RNAs to the EhRLE5 sequence, which has been categorized in the EhLINE1 family [46]. The small RNAs are scattered along the whole region on both strands and cover the whole EhRLE unit, with a slight increase in small RNAs near each end (Additional file 1: Figure S13). We got a positive signal from Northern blot analysis using several probes to retrotransposon elements although the size by Northern blot analysis was slightly higher (~32nt) than the cloned small RNA. This indicates that small RNAs could derive from these retrotransposon elements.

The mapping of small RNAs to D1-D4 repetitive segments showed a large number of small RNA reads on D1, D2 and D4 segments but not on D3 segments (Additional file 2: Table S2). 

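By the segment labels of Table S2, 80555 of the 98810 antisense small RNAs on placed genes in the HM-1:IMSS library lay on D1, D2 and D4 genes. The 35 placed genes of D1 had 23956 antisense small RNAs (median 643 per gene), the 70 of D2 had 37488 (median 394.5) and the 26 of D4 had 19111 (median 401). Sequences aligned to a single locus gave 10233 of these in D1 (42.7%, 95% interval 42.1 to 43.3), 11004 in D2 (29.4%, 28.9 to 29.8) and 177 in D4 (0.926%, 0.7999 to 1.07). Per gene, the median share from such sequences was 8.11% in D1, 3.83% in D2 and 0% in D4.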

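In a D1 region on DS571472, EHI_119720 (2269 to 3333) had 369 antisense and 319 sense small RNAs of the HM-1:IMSS library. Its neighbour EHI_119730 (3383 to 4009) had 269 antisense and 19 sense small RNAs. EHI_119740 (4050 to 5782) had 708 antisense and 611 sense, and EHI_119750 (5816 to 9273) had 1463 antisense and 99 sense. EHI_119770 (11108 to 11626) had 431 antisense and 0 sense small RNAs. In a D4 region, EHI_018150, on DS571572 from 6548 to 7250, had 242 antisense small RNAs and 1 sense small RNA. Sequences with more than 5 loci gave 198 of its antisense alignments.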

Annotated protein coding genes in these duplication regions appear to be covered by large numbers of antisense small RNAs, forming a large cluster (Additional file 1: Figure S14 and Additional file 2: Table S2). Thus, although the overall numbers of small RNAs that associate with EhAGO2-2 and map to repeat or retrotransposon elements is low, they may play a functional role in controlling genome stability as has been shown in other systems [47,48]. Alternatively, small RNAs may have a role in controlling these retrotransposon elements but may do so by associating with the two other Argonaute proteins in *E. histolytica*.

### A global assessment of genes potentially regulated by small RNAs in *E. histolytica*

We have previously shown an inverse correlation between gene expression and antisense small RNA abundance raising the intriguing possibility that antisense small RNAs may mediate target gene silencing in *E. histolytica*[11]. However, those data were on a very limited scale due to the very limited set of sequenced small RNAs. The pyrosequencing dataset allowed us to assess the potential genome-wide affects of these small RNAs by comparing small RNA abundance with microarray expression data. We used previously published microarray data from *E. histolytica* HM-1:IMSS trophozoites (the same strain from which the small RNA library was generated) [49]. The analysis was conducted for the three groups of protein coding genes with distinct small RNA mapping patterns. For group I genes (≥50 small RNAs that mapped antisense to the gene), there were 226 protein coding genes that met the criteria; of these, 116 genes are represented on the microarray. We plotted the number of mapped small RNA reads for each gene as a function of normalized microarray expression data and identified that most genes (90) in this category are not expressed (Figure 4A and 4D). For group II genes (≥50 small RNAs in both the antisense and sense orientation) there are 45 genes that met our criteria and 26 are represented on the microarray and most of these genes (22) are also not expressed (Figure 4B and 4D). In order to determine whether these 112 genes (that have antisense or sense/antisense small RNAs and are not expressed in *E. histolytica* trophozoites under standard conditions) are expressed under other conditions, we compared the expression profiles of these genes across all other conditions tested (various *E. histolytica* strains, stress conditions, culture conditions, stage conversion) [49-53]. Of these 112 genes, 30 were expressed in a strain-specific manner, 35 were regulated under various culture conditions, and 55 were regulated during stage conversion (some genes changed in multiple array conditions) (Additional file 2: Table S5). Overall, a total of 270 protein coding genes are not expressed in *E. histolytica* HM-1:IMSS trophozoites under standard *in vitro* growth conditions [49]. Based on our sequencing data we estimated that small RNAs target about 41% of these protein coding genes (112 out of 270 genes). Of these 112 genes, a large proportion (95 genes) change in expression profile under one or more conditions examined indicating that they are not permanently silenced and may be regulated by small RNAs.

**Figure 4:**
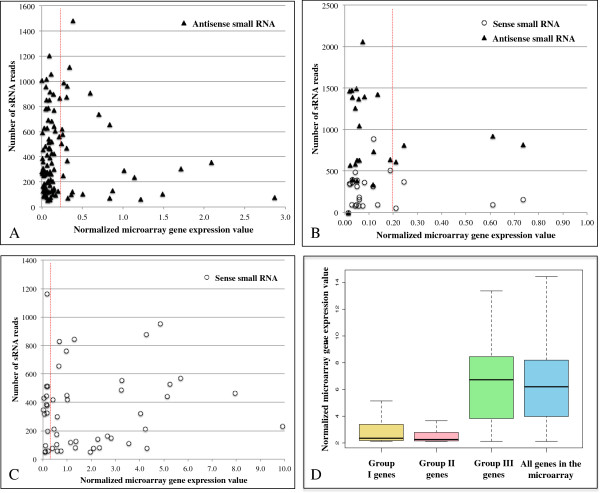
**Correlation between microarray gene expression values and the number of small RNAs targeting to a gene.** Genes are plotted using the number of mapped small RNAs (y-axis) and their normalized microarray expression levels (x-axis). The dashed line indicates the cutoff (0.2) for gene expression generally detectable by RT-PCR. (**A**) Plot for group I genes (each gene is represented by solid black triangle). (**B**) Plot for group II genes (each gene is represented by solid black triangle for antisense small RNA and open circle for sense small RNA). (**C**) Plot for group III genes (each gene is represented by an open circle for sense small RNA). (**D**) Box-and-whisker expression plots for genes in groups I, II, III as well as all genes represented on the microarray. The top and bottom ends of each box represent the 75th and 25th percentile, respectively; the middle line represents the median value.

For the genes in group III (≥50 mapped sense small RNAs), 87 genes met our criteria with 64 represented on the microarray. Plotting the number of mapped reads for each gene as a function of its normalized microarray gene expression value showed no direct link between numbers of sense small RNAs to a gene and the expression level of that gene (Figures 4C and 4D). We reasoned that for genes with high expression value, the sense small RNAs may represent degradation products. However, for genes with very low mRNA expression (15 of the 87 on the microarray), we have no good explanation on how these sense small RNAs were generated. Whether this represents an artifact of errors in genome assembly or some other factor is not clear at present. Interestingly, none of these genes are regulated under other conditions tested (data not shown).

In summary, the strongest correlation between gene expression and small RNA abundance was for genes that had either abundant antisense small RNAs or abundant sense and antisense small RNAs. Although simply correlative at present, the inverse correlation between antisense small RNA abundance and gene expression suggests that antisense small RNAs mediate target gene silencing in *E. histolytica* and are potentially involved in gene regulation under various conditions.

### Small RNA sequencing from the nonvirulent *E. histolytica* Rahman strain

It has been observed that pathogenicity varies greatly among different *E. histolytica* strains. *E. histolytica* HM-1:IMSS is a virulent strain, while *E. histolytica* Rahman is a nonvirulent strain [54]. We have previously demonstrated that gene expression profiles are substantially different between these two strains and have used the distinct strain-specific expression profiles to identify virulence genes [55]. Given the data above, and to explore whether small RNAs play a role in strain-specific and/or virulence gene regulation, we constructed a small RNA library from trophozoites of the *E. histolytica* Rahman strain.

We visualized the small RNA populations in *E. histolytica* Rahman by separating total RNA on a 12% denaturing polyacrylamide gel followed by Sybr gold staining and visualized an abundant 27nt small RNA population (data not shown). A small RNA library was constructed from size-fractionated RNA (15-30nt) using a 5^′^-P independent cloning approach and limited pyrophosphate sequencing was performed generating 151,656 reads. 

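The Rahman library was made from total small RNA of the non-virulent Rahman strain, selected by size and not by EhAGO2-2 IP. The authors trimmed, collapsed and filtered the reads as for HM-1:IMSS and aligned them with Bowtie to the HM-1:IMSS genome. The deposited list has the same form, with each alignment of each unique sequence and no number of reads. It held 97355 alignments of 52028 unique sequences, 16 to 34 nt long, on 589 supercontigs. As for HM-1:IMSS there was 1 library (n = 1), and the strain and the kind of library differ together. The smallest share this depth can show, 3 counts of the total, was 0.00577% of the sequences and 0.00308% of the alignments. By the sequence names, 40599 sequences (78.0%, Wilson 95% interval 77.7 to 78.4) were cloned once.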

For the purpose of mapping, we used *E. histolytica* HM-1:IMSS genome as a reference genome rather than the current *E. histolytica* Rahman assembly, based on the following facts: (a) the current *E. histolytica* Rahman genome assembly (Amoeba DB, http://amoebadb.org) is in a preliminary stage containing 17,378 small contigs and is unannotated, (b) there is a high similarity between these two strains and one previous study has estimated that only 5 out of a sample of 1,817 (0.3%) genes were identified as highly or significantly divergent [56], and (c) Affymetrix platform microarrays found no difference in overall hybridization efficiency levels compared to HM-1:IMSS (i.e. the signal scale factor was similar between two arrays and thus both RNA samples hybridized efficiently to the array chip), indicating a high level of sequence identity for the protein coding genes [49]. We realize that sequence differences between the *E. histolytica* HM-1:IMSS and Rahman strains may cause us to lose some data. However, the advantages of being able to map to an annotated genome and thus determine how many small RNAs map to protein coding genes (and whether they map sense or antisense) and to intergenic regions were significant enough that we proceeded with the data generated by aligning the *E. histolytica* Rahman small RNA library to the *E. histolytica* HM-1:IMSS genome sequence.

Following the same small RNA sequence analysis flow-chart as applied to the *E. histolytica* HM-1:IMSS library, the *E. histolytica* Rahman dataset was analyzed (Additional file 1: Figure S1). Overall, there were 98,414 unique sequence reads, with 84.1% (82,780) of the sequences found to have been sequenced only once (Table 2 and Figure 5A). Small RNAs that mapped to tRNAs (517 reads), rRNAs (1,753 reads) and repetitive elements (EhSINEs/EhLINEs and EhERE elements) (4,439 reads) were subtracted from the dataset. 

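Of the 52028 genome-mapped sequences of the Rahman library, 38651 (74.3%, 95% interval 73.9 to 74.7) aligned to a single locus and 2883 (5.54%, 5.35 to 5.74) to more than 5 loci, with 56 as the largest number. A perfect match was listed for 39902 sequences (76.7%, 76.3 to 77.1).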

The remaining reads were aligned to the *E. histolytica* HM-1:IMSS genome and to the predicted protein coding genes (52,028 reads mapped to the genome and 35,157 reads mapped to the protein coding genes) (Table 2). 

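On the 160 placed genes, 31441 alignments of the Rahman library were assigned, 26884 antisense and 4557 sense. The antisense share was 85.5% (95% interval 85.1 to 85.9; exact binomial test against an equal split, two-sided, p = 1e-300, the smallest value given). It was 95.3% with sequences aligned to a single locus, the largest change among the alternatives. These genes were chosen by the paper for their small RNAs in HM-1:IMSS. The share of intergenic reads was not analysed here.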

The mapping of *E. histolytica* Rahman small RNA dataset showed a similar overall distribution pattern as that of the small RNA EhAGO2-2 IP library: many small RNA reads from the Rahman library mapped antisense to genes (49%); the two other main categories of small RNAs were those that mapped sense to genes (10.1%) and to intergenic regions (28.2%) (Figure 5A). In addition, the size distribution of the aligned reads in Rahman showed a peak at 27nt (Figure 5B) with a 5^′^-G bias (Figure 5C). Furthermore, there was comparable sequence depth for the mapped 27nt reads between the HM-1:IMSS and Rahman libraries (Figure 1B and Figure 5B). Thus, given that many features are conserved between two libraries, we concluded that most reads from the Rahman size-selected library may be from AGO2-2 bound species.

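In the Rahman library, 16085 of the 52028 genome-mapped sequences were 27 nt long (30.9%, 95% interval 30.5 to 31.3), ahead of 11014 of 26 nt (exact binomial test, two-sided, p = 1.7e-209). Of the 27nt sequences, 7200 started with G (44.8%, 44.0 to 45.5). Among 17nt sequences it was 33 of 204 (16.2%, 11.8 to 21.8; Fisher's exact test, two-sided, p = 1.2e-17). With sequences cloned more than once, an alternative chosen after seeing the data, 2566 of 4714 sequences of 27 nt started with G (54.4%, 53.0 to 55.9), and 10 of the 27 sequences of 17 nt that were left (37.0%, 21.5 to 55.8; Fisher's exact test, p = 8.2e-02). At the remaining positions of the 27nt sequences, G was least frequent at position 2 (7.93%, 7.53 to 8.36) and most frequent at position 7 (17.7%, 17.2 to 18.3).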

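The number of genome-mapped 27nt sequences was 26022 in the HM-1:IMSS library and 16085 in the Rahman library. Sequences of 16 to 24 nt numbered 71100 of 140943 in HM-1:IMSS (50.4%, 95% interval 50.2 to 50.7) and 9049 of 52028 in Rahman (17.4%, 17.1 to 17.7).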

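Antisense small RNAs of the Rahman library on its 63 group I genes among the placed genes started in the 5′-half in 11285 of 18191 cases (62.0%, 95% interval 61.3 to 62.7; exact binomial test, two-sided, p = 2.1e-233). Most of them lay there on 49 of the 63 genes. On features shared by the libraries, among them the 27nt peak, the first-position G and the antisense mapping, the paper bases its proposal that most reads of the size-selected library come from AGO2-2 bound species.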

**Figure 5:**
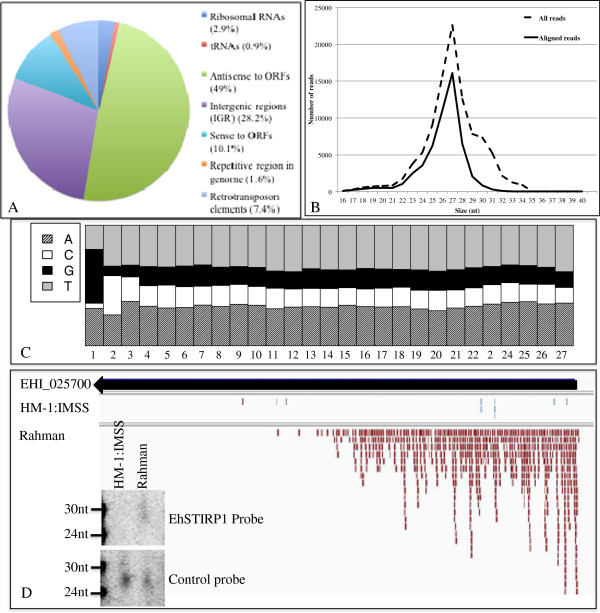
**Small RNA populations in the non-virulent *E. histolytica *Rahman strain. **(**A**) Distribution of small RNA reads cloned from a size-fractionated small RNA library from the non-virulent *E. histolytica* Rahman strain. (**B**) Small RNA length distribution for reads in the Rahman library (dashed black line: all reads after filtering out those that originate from structural RNAs and repetitive elements reads; solid black line: reads that align to the reference genome). (**C**) Nucleotide frequency at each position for the aligned 27nt reads in the Rahman library reveals a 5^′^-G predominance. (**D**) Antisense small RNAs from the *E. histolytica* Rahman strain map to EhSTIRP1 (EHI_025700). Small RNA reads from HM-1:IMSS EhAGO2-2 IP library and Rahman size-fractionated small RNA library are shown in red bars (small RNAs in antisense direction) and blue bars (small RNAs in sense direction); black arrow represents EHI_025700 and its direction. Insert figures are Northern blot analysis using total RNA samples from both strains to show the presence of antisense small RNAs in the *E. histolytica* Rahman strain but not in HM-1:IMSS strain for selected EhSTIRP1 probe. Control probe (EHS-D-A16-1) detected small RNA signal in both samples.

**Table 2:** **The algorithm for small RNA processing for the *E. histolytica *Rahman size-fractionated small RNA library**

**Procedures**	**Output**
5^′^-P independent cloning (5^′^CIP+PNK method)	Rahman total RNA, size fractionation (15-30nt) library
Total reads by Pyrosequencing	151,656 reads
Primer trimming, size-limiting (15–40nt)	140,571 reads
Unique sequences (percentage)	98,414 unique sequences (82,780 cloned only once; 84.1%) (15,634 cloned more than once; 15.9%)
Scan for tRNA, rRNA	tRNA: 517 sequences rRNA:1,753 sequences
Scan for SINE/LINE, EhERE elements	4,439 sequences
Map to *E. histolytica* genome	**52,028 sequences**
Map to *E. histolytica* predicted ORFs	35,157 sequences

Half of a pyrophosphate sequencing run was performed. Unix tools were used to remove adaptor and linker sequences. The Bowtie alignment tool was used to scan for structural RNAs, repetitive elements and for the final genome mapping. We used *E. histolytica* HM-1:IMSS genome as a reference genome due to the *E. histolytica* Rahman sequence not being assembled. The numbers of reads that map to the genome sequence at each step are listed.

To be confident that our mapping using the HM-1:IMSS genome represented the overall picture for the Rahman strain, we also aligned these small RNA reads to the current Rahman assembly and compared the number of mapped reads. Aligning the Rahman small RNA dataset to the *E. histolytica* Rahman assembly rather than the HM-1:IMSS genome only increased the number of mapped reads by 7% (7,232 reads). Overall, this indicates that mapping of small RNAs from Rahman to the HM-1:IMSS genome is representative of the overall picture and the greater information gained by mapping the small RNAs to an annotated assembly outweighed the negative effects of using a genome sequence from a different strain.

### Genes with strain-specific expression patterns and roles in virulence have small RNAs that map to them

We cannot directly compare the HM-1:IMSS and Rahman libraries for read frequencies and patterns of small RNA mapping, as they were generated differently and were sequenced to different depths. However, common features in both libraries (peak at 27nt, 5^′^-G bias, and mapping antisense to genes) suggested that EhAGO2-2 bound species are represented in the Rahman library. Thus, this overlap of small RNA coverage between the two libraries allowed us to look for genes, which might be regulated strain specifically on the basis of small RNA abundance. An important caveat to the analysis is that while the presence of small RNAs is meaningful in either strain, the absence of small RNAs in the Rahman library is less meaningful and could be due to the limited sequencing depth or use of a size-selected small RNA library.

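Of the 160 placed genes, 32 had no antisense small RNA in the Rahman library, and 26 of these had no small RNA at all. With 3 counts as the floor, this depth cannot show fewer than 0.00308% of the alignments. The 5 genes with the most antisense small RNAs in HM-1:IMSS among the 32 were EHI_154690 (1029 antisense small RNAs), EHI_130480 (884), EHI_095480 (867), EHI_130490 (844) and EHI_062330 (657). EHI_154690 lies on DS571476 from 1467 to 1856 and EHI_062330 on DS571363 from 21940 to 23430. Sense small RNAs were found in Rahman on EHI_130480 (57) and EHI_095480 (112), and none on the other three genes. Of these genes, EHI_154690 and EHI_130490 had 978 and 789 of their HM-1:IMSS antisense alignments from sequences with a single locus. In the other direction, 2 placed genes had no antisense small RNA in HM-1:IMSS, and neither had one in Rahman.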

Using the same criteria as used for HM-1:IMSS (genes with ≥50 small RNAs that map to them) the small RNA library generated from *E. histolytica* Rahman identified 223 genes with small RNAs (175 genes with antisense small RNAs; 29 genes with both antisense and sense small RNAs; and 19 genes with only sense small RNAs). 

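Among the 160 placed genes, 90 had at least 50 small RNAs of the Rahman library, 63 in group I, 24 in group II and 3 in group III. With a cutoff of 25 the number was 98, and with 100 it was 79. The number was 30 for sequences aligned to a single locus, the alternative that changed it most. The placed gene with the most small RNAs in Rahman was EHI_119750, on DS571472 from 5816 to 9273, with 752 antisense and 194 sense small RNAs, or 0.274 per bp.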

When the genes from these three categories were compared between the Rahman and HM-1:IMSS strains, we found significant overlap for genes with antisense and sense/antisense small RNAs. A total of 90 genes with only antisense small RNAs were common between the two strains (out of a total of 226 genes for HM-1:IMSS and 175 genes for Rahman); 16 genes with both antisense and sense small RNAs were common between the two strains (out of a total of 45 genes for HM-1:IMSS and 29 genes for Rahman). However, for the genes with sense only small RNAs, no overlap was identified (out of a total of 87 genes for HM-1:IMSS and 19 genes for Rahman). These data further support the idea that antisense small RNAs are likely playing roles in conferring strain-specific gene expression profiles, whereas the small RNAs that map sense only to genes are likely to be random degradation products.

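Among the placed genes, 52 were in group I in both libraries, out of 119 in HM-1:IMSS and 63 in Rahman. In group II, 15 were shared, out of 38 and 24. If genes of each library were drawn from the 160 independently, 46.9 group I and 5.7 group II genes would be shared on average. All 160 were listed for their small RNAs in HM-1:IMSS, which itself raises these expected numbers. They therefore do not bear on the overlap among all genes, and the paper's lists were not limited to the 160. Of the 119 group I genes of HM-1:IMSS, 57 had fewer than 50 small RNAs of either orientation in Rahman. A Rahman cutoff scaled to its number of alignments, 14.4 small RNAs, gave 57 shared group I and 21 shared group II genes. With sequences aligned to a single locus, the alternative that changed the numbers most, 25 group I genes and 0 group II genes were shared.

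**Figure D2:**
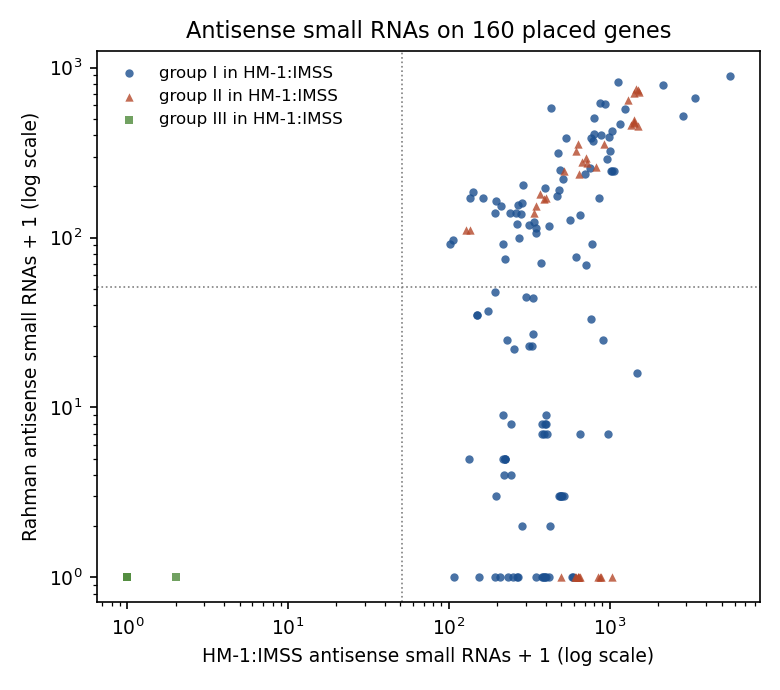
Antisense small RNAs in the HM-1:IMSS library (x axis) and in the Rahman library (y axis) on each of the 160 placed genes, with 1 added to each count, on log scales. Markers give the group in HM-1:IMSS, and the dotted lines mark the cutoff of 50. Along the lower edge lie the 32 genes with no antisense small RNA in Rahman.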

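In group III, 0 placed genes were shared. The lists compared were short, with 3 genes in each library, because the placed genes come from clusters and pairs. The 3 group III genes of HM-1:IMSS had fewer than 50 small RNAs in Rahman.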

In order to compare gene expression patterns for genes with strain-specific small RNAs, we used previously published microarray data for the two *E. histolytica* strains and a two-fold difference in normalized expression and a p-value <0.05 as cutoff [49]. Of the 160 genes that have lower expression in HM-1:IMSS than in the Rahman strain, 11 genes could be potentially regulated by antisense or antisense/sense small RNAs in HM-1:IMSS (these genes had small RNAs in the HM-1:IMSS strain but none in the Rahman strain). Of the 130 genes that have higher expression in the HM-1:IMSS strain compared to the Rahman strain, 19 genes could be potentially regulated by antisense or antisense/sense small RNAs in Rahman (these genes had small RNAs in the Rahman strain, but none in the HM-1:IMSS strain).

The *E. histolytica* serine, threonine, isoleucine, rich protein (EhSTIRP) was previously identified as a virulence determinant as it has high expression in *E. histolytica* virulent strains and no expression in nonvirulent strains and genetically proven to have a role in virulence [57]. 

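The probe sequence the paper used for EhSTIRP1 (EHI_025700), ACAACAAAAAGATGTTGTTGTAACTGT, matched 3 loci, on DS571148, DS571181 and DS571532. As the position of the gene is not in the files, each locus was bounded after seeing the data, as the stretch of Rahman antisense small RNAs around the probe with no gap above 500 bp. On DS571148, from 112166 to 117646, there were 518 antisense small RNAs of the Rahman library and 4 of the HM-1:IMSS library. On DS571181, from 15940 to 20786, there were 596 and 1, and on DS571532, from 2987 to 7918, there were 637 and 2. One and the same sequence can align to several of these loci, and 248 sequences were found at all 3. Single-locus sequences of the Rahman library numbered 61, 279 and 156. In all, 997 of the 52028 Rahman sequences (1.92%, 95% interval 1.80 to 2.04) and 7 of the 140943 HM-1:IMSS sequences (0.00497%, 0.00241 to 0.0103) lay antisense at the 3 loci. The log2 ratio of these shares, with 0.5 added to each count, was 8.49 (Fisher's exact test on the unique sequences of both libraries, two-sided, p = 1e-300, the smallest value given). With perfect matches only, the alternative that moved it most, the log2 ratio was 11.96. The HM-1:IMSS library then had 0 antisense small RNAs at each locus, so the size of this ratio depends on the 0.5 added.

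**Figure D3:**
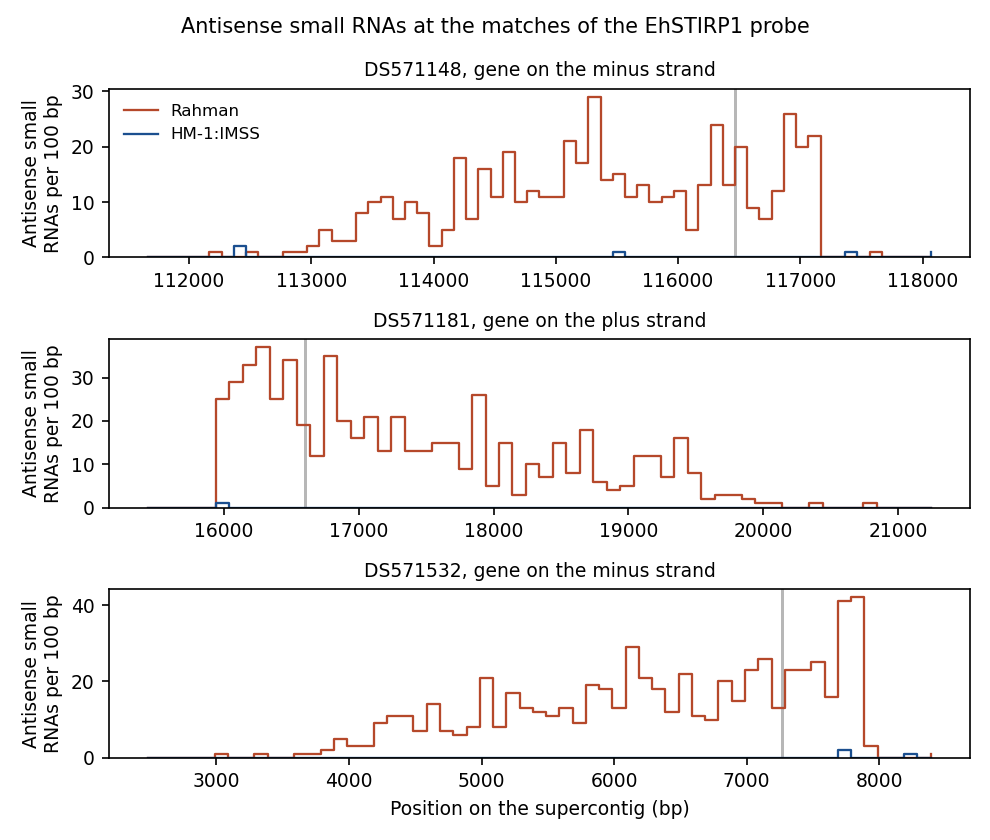
Antisense small RNAs per 100 bp along the 3 loci matched by the EhSTIRP1 probe (grey bar), by position on the supercontig in bp, for the Rahman and HM-1:IMSS libraries. The Rahman library had 518, 596 and 637 antisense small RNAs at the loci and the HM-1:IMSS library 4, 1 and 2.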

There were 519 small RNAs that mapped antisense to this gene from our Rahman small RNA dataset compared to virtually no antisense small RNAs from the HM-1:IMSS small RNA dataset (Figure 5D). 

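With the bounds set from the Rahman antisense small RNAs themselves, 65.6% of those on DS571148 started in the 5′-half of the locus (95% interval 61.4 to 69.6; exact binomial test, two-sided, p = 9.9e-13). On DS571181 the share was 77.9% (74.3 to 81.0; p = 3.1e-44 from the same exact test), and on DS571532 it was 75.0% (71.5 to 78.2; p = 5.4e-38 from the same exact test). G was the first nucleotide of 48.5% (44.2 to 52.8), 47.0% (43.0 to 51.0) and 46.6% (42.8 to 50.5) of these small RNAs, respectively.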

The distribution of the antisense small RNAs to EhSTIRP gene showed a clear enrichment at the 5^′^-end. We further confirmed the presence of EhSTIRP antisense small RNAs in the Rahman strain (and absence in the HM-1:IMSS strain) by Northern blot analysis (Figure 5D) using total RNA samples from two strains. Lastly, we attempted to overexpress a Myc-tagged EhSTIRP1 (EHI_025700), which resulted in successful EhSTIRP overexpression in the HM-1:IMSS strain but not in the Rahman strain even at very high levels of drug selection (data not shown). The lack of ability to overexpress the EhSTIRP gene in the *E. histolytica* Rahman strain that has abundant antisense small RNAs that map to it raises the intriguing possibility that the antisense small RNAs control the silencing of this virulence gene in the *E. histolytica* Rahman strain. Future studies will be needed to address this question.

## Discussion

In this study, we performed pyrosequencing of *E. histolytica* endogenous small RNAs that associate with the EhAGO2-2 protein in the virulent *E. histolytica* HM-1:IMSS strain and size selected small RNAs in the non-virulent *E. histolytica* Rahman strain. Characterization of these small RNAs showed that they are distinct in size (27nt), have preference for 5^′^-G, and have 5^′^-polyphosphate termini. Genome mapping revealed that these 27G-RNAs are mainly derived from coding genes with a much smaller population coming from retrotransposons. Comparison of the 27nt small RNA population from *E. histolytica* strains with varying virulence and expression profiles demonstrated an inverse correlation between antisense small RNA and gene expression levels, hinting that antisense 27G-small RNAs may be involved in the regulation of strain-specific genes, including known virulence determinants, such as EhSTIRP.

We have previously demonstrated that 27nt antisense small RNA in *E. histolytica* have 5^′^-polyP termini [11]. In this study, we further characterized small RNAs that associate with EhAGO2-2, including those small RNAs that map both antisense and sense to genes. For all the small RNAs that were detectable by Northern blot analysis, we were able to show that they have 5^′^-polyP termini, indicating these abundant small RNA species in *E. histolytica* are reminiscent of secondary small RNA from *C. elegans* and *Ascaris*[29,30]. In worms, the biogenesis and stability of 5^′^-polyphosphate small RNAs are dependent on RdRPs and WAGOs respectively, with these small RNAs being a component of the siRNA amplification pathway [33]. Signal amplification is controlled by using primary trigger siRNAs to instigate secondary siRNAs through RdRP for the enforced silencing, but limiting secondary siRNAs from doing further signal amplification [58]. Although small RNAs that mapped sense to coding regions were found in *C. elegans* and *Ascaris suum* 5'-monoP independent libraries, their existence and functionality were not confirmed; instead they were generally treated as non-specific degradation products [30,33]. We have confirmed that in *E. histolytica* small RNAs that map sense to genes (which also have antisense small RNAs) are detected in Northern blot analyses as discrete band and bear the same 5^′^-polyP termini. Strand-specific RT-PCRs detected transcripts in both directions for these loci (albeit at a lower level for the antisense transcript), implying that RdRP-based small RNA generation could occur for both sense and antisense transcripts in this parasite. The *E. histolytica* genome encodes one full RdRP gene (EHI_139420) and two genes with partial RdRP domains (EHI_179800 and EHI_086260). The functions of the RdRP genes in *E. histolytica* RNAi pathway are still elusive and need further investigation.

Due to the fact that gene knockout is not feasible in *E. histolytica* we have been unable to dissect how the parasite RNAi components affect the levels of these small RNAs. The comparison of 5^′^-polyP small RNAs among the three organisms in which they have been described (*C. elegans*, *Ascaris* and *E. histolytica*) show several differences: (a) 5^′^-polyP small RNA size in *E. histolytica* is 27nt, whereas in *C. elegans* and *Ascaris* these RNAs are 22nt; (b) the distribution pattern of antisense small RNAs to the targeted gene loci is enriched at the 5^′^-end for *E. histolytica* and *Ascaris* whereas in *C. elegans* there is enrichment at the 3^′^-end of transcripts; (c) localization of EhAGO2-2 and bound 27nt small RNAs are mostly localized to the parasite nucleus [12], whereas *C. elegans* 22G-RNAs can associate with several different WAGOs and have both perinuclear [33] and nuclear localization [59-61]; and (d) *C. elegans* strongly prefers spliced transcripts as RdRP template for generating 5^′^-polyP small RNAs whereas both mature and nascent transcripts appear to function as templates in *E. histolytica*. Future studies aimed at elucidating these different mechanisms are needed.

Our previous limited Sanger sequencing has shown that small RNAs in *E. histolytica* largely mapped to the coding genes [11]. Our pyrosequencing data further confirmed this mapping, which is in contrast to other parasitic systems *T. gondii, G. intestinalis* and *T. brucei* where the small RNAs are 5^′^ single phosphate and mostly derived from repetitive elements, retrotransposons [10,15,16]. The genome of *E. histolytica* contains hundreds of copies of LINE and SINE elements, with SINE elements actively transcribed and LINE1 transcript detected by Northern blot analysis [55,62]. How retrotransposons are controlled in ameba is not known. As noted in our small RNA dataset analysis, one way that the RNAi pathway could function in this parasite is to target the unwanted transposon insertion events where segments are flanked on both ends by inverted repeats (IR/EhERE1/EhLINEs) as many small RNAs map to these regions. Whether RNAi directly targets retrotransposons in ameba is still an open question. Further characterization of the other two Argonaute proteins (EhAGO2-1 and EhAGO2-3) will provide a complete picture of small RNA populations in ameba and their functions in retrotransposon silencing.

The small RNA sequencing from different strains (HM-1:IMSS and Rahman) clearly indicated that expression of a subset of genes, including the virulence factor EhSTIRP, appears to be controlled by small RNAs in a strain-specific manner. In order to determine direct effects of the small RNA repertoire on parasite pathogenesis, the next step will be to perform functional studies to demonstrate direct roles for these small RNAs in regulating strain-specific virulence gene expression.

## Conclusion

In summary, we present two pyrosequencing small RNA datasets from the parasite *E. histolytica*: one an EhAGO2-2 IP library from the virulent *E. histolytica* HM-1:IMSS strain and the other a size selected small RNA library from the non-virulent *E. histolytica* Rahman strain. Our analysis identified a number of new findings: (1) amebic 27nt small RNAs have 5^′^ G preference; (2) antisense small RNA targeted genes are in pairs or clustered and notably most of clusters are from segmental duplications D1, D2 and D4; (3) characterization of group II gene loci shows that both sense and antisense small RNAs have 5^′^-polyphosphate termini; (4) small RNAs mapping to introns and exon-exon junctions were found indicating that both spliced and unspliced mRNA can serve as the templates for small RNA production; (5) few small RNAs are found in intergenic regions between paired/clustered genes indicating that RNA transcript from each gene was used as template; (6) small RNAs targeting retrotransponsons have similar features to the small RNA targeting the mRNAs, but are not highly abundant; and (7) antisense small RNAs may contribute to differential gene expression between virulent and nonvirulent amebic strains including the known virulence gene EhSTIRP. Thus, the two small RNA datasets in this study will provide important data for the community to study small RNA-mediated gene regulation in this important human pathogen.

## Methods

### Parasite culture and RNA preparation

*Entamoeba histolytica* trophozoites (HM-1:IMSS and Rahman) were grown under standard conditions as previously published [11]. A transfectant cell line expressing N-terminal Myc tagged EhAGO2-2 was previously described [11] and was maintained at 24μg/ml G418. For isolation of RNA that immunoprecipitated (IP) with EhAGO2-2, anti-Myc antibody (Pierce) was incubated with parasite lysate (2 hours, 4ºC), washed twice with 1x IP solution and pelleted. RNA was then isolated using mirVANA kit (Ambion). Small RNA enriched material from *E. histolytica* Rahman strain was prepared according to the mirVANA kit protocol.

### Library construction and sequencing

Small RNA cloning was based on the previously published protocol of the 5^′^-phosphate independent cloning method (CIP + PNK method) [11]. For the EhAGO2-2 IP RNA library, RNA was extracted from the IP material, directly ligated to the 3^′^-adapter oligonucleotide, size fractionated and treated with CIP and PNK, and then ligated to the 5´-adapter oligonucleotide. For the Rahman small RNA library, 100 μg of small RNA enriched RNA was size-fractionated on a 12% TBE urea polyacrylamide gel, the 15-30nt fraction was excised, followed by 3^′^-adapter ligation, CIP + PNK treatment, and 5^′^-adapter ligation as above.

For both libraries, the final ligated RNA with both 5^′^- and 3´-adapters was converted to single-stranded cDNA using Superscript II reverse transcriptase (Invitrogen, CA, USA). The cDNA was PCR-amplified using 454 Primers (A and B) for 20 cycles, and resolved on a 4% low melting point agarose gel. The band at 100 bp was excised and purified, and then further heat-denatured and purified from a 6% PAGE-urea gel. After a second round of purification, the recovered DNA was resuspended in Qiagen elution buffer, and pipelined into the 454 sequencing procedure.

### Small RNA read processing and mapping

All sequencing reads were processed by first removing the linker from both ends; the resulting sequences were analyzed with Unix tools and unique sequences selected. The unique reads were mapped against the *E. histolytica* HM-1:IMSS genome, release 1.3, (http://amoebadb.org/amoeba/) using the program Bowtie (http://bowtie-bio.sourceforge.net/index.shtml) with parameters set as -v 1, -k 5. Mapped reads were visualized with the genome browser IGV (http://www.broadinstitute.org/igv/). To identify small RNAs that map to exon-exon junctions, TopHat (2.0.0 release 4/09/2012, http://tophat.cbcb.umd.edu) was used with the following parameters: -report-secondary-alignments -G Ehistolytica_AmoebaDB-1.3.gtf -i 20. For the scaffold view of mapped small RNAs, histograms were generated in R (http://cran.r-project.org/), using a window size of 500 bp to divide the scaffolds. For tRNA and rRNA analysis, we downloaded all tRNA array sequences from NCBI based on previously published analysis [40]. For repetitive element analysis, we made a custom dataset using all SINEs/LINEs/EhEREs coordinates recently deposited to AmoebaDB (personal communication, Omar Harb), then aligned all sequences with Bowtie using the parameters -v 2, -k 5. All sequences from both small RNA libraries have been deposited at AmoebaDB (http://amoebadb.org/amoeba/). The small RNA sequence data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE43668.

### Nucleotide composition of small RNAs and distribution of small RNAs on gene loci

For each subset of small RNA populations the small RNA read sequences were extracted. The nucleotide composition at each position was counted using the R package ShortRead, (http://bioconductor.org/ packages/release/bioc/html/ShortRead.html) and frequency bar plots generated from these data. For small RNA distribution on gene loci, only genes with ≥ 50 small RNAs mapping were considered. Each small RNA sequence was assigned a position value based on the position of the starting nucleotide along the gene (normalized by gene length; each gene has a total length of 1). Histograms for these values were plotted in R.

### Small RNA Northern blot analysis

Small RNA Northern blot analysis was done as previously published [11]. Briefly, 20 μg - 50 μg of small RNA enriched samples were separated on a denaturing 12% polyacrylamide gel and transferred to a membrane. This was probed with end-labeled ^32^P-labeled oligonucleotides in perfectHyb buffer (Sigma) at 37°C and washed using low (2X SSC, 0.1% SDS at 37°C for 15 min) and medium (1X SSC, 0.1% SDS at 37°C for 15 min) stringency conditions. All probes used are listed in Additional file 2: Table S6.

### Small RNA molecular analyses

For enzymatic analyses of RNA material, assays were done as previously published [11]. Briefly, either 10 μg or 50 μg small RNA enriched RNA sample was spiked with a control sample (a synthetic 21-mer RNA with the 5^′^-end labeled with ^32^P). For the Terminator assay, the sample mixture was treated with Terminator enzyme (Epicentre), following the provided protocol from the manufacturer. For the capping assay, the ScriptCap m^7^G capping system (Epicentre) was used with the alternate cap zero capping protocol. After enzymatic treatment, samples were phenol:chloroform extracted and resolved on a 12% polyacrylamide gel. Northern blot analysis was performed using a radiolabeled probe to detect the small RNA of interest.

### Strand specific RT-PCR analyses

We used SuperScript III first-strand synthesis kit (Invitrogen) for strand-specific cDNA synthesis and PCR analysis. *E. histolytica* HM-1:IMSS total RNA was treated with DNase I, and purified strand-specific primer for each gene (or oligo dT primer) was added to 0.5 μg total RNA reaction and heated to 65°C for 5 min. The temperature was lowered to 55°C, and prewarmed cDNA synthesis mix was added to the reaction and incubated at 55°C for 50 min. The reaction was terminated at 85°C for 5 min, chilled on ice, and 1 μl of RNase H was added to each tube and incubated for 20 min at 37°C before proceeding to PCR. In each primer reaction, both + RT and –RT reactions were performed, and the final cDNA volume was 20 μl. PCR was performed using 1 μl cDNA for a 30 μl PCR reaction for 33 cycles (94°C 15''; 55°C 30''; 72°C 1 min). Half of the volume of PCR reaction was loaded on a gel for visualization. Primers used are listed in Additional file 2: Table S7.

## Competing interests

No competing interests are declared by the authors.

## Authors’ contributions

HZ participated in the design of the study, performed experiments, analyzed the data and drafted the manuscript. GE performed the bioinformatics analysis and gave input on the manuscript. NH performed the pyrosequencing run and gave input on the manuscript. US conceived the study, participated in its design and coordination and edited the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Flow-chart for small RNA sequence analysis. The pipeline for processing of the small RNA sequences is listed. **Figure S2.** The number of loci to which each small RNA maps. The genome mapping file for the *E. histolytica* HM-1:IMSS small RNA dataset was used to generate the mapping counts for each small RNA in R using base functions. The number of small RNA reads (y-axis) is plotted against counts of their mapped loci (x-axis). **Figure S3.** Nucleotide frequency at each position for the 17nt, 26nt and 28nt small RNA sequences. A 5^′^-G sequence predominance is evident for the aligned 26nt and 28nt reads but not for 17nt reads when the nucleotide frequency at each position is plotted. **Figure S4.** Representative supercontig view of the mapped small RNAs. Small RNAs were binned into windows of 500 bp along the supercontig. The counts of small RNA reads (y-axis) were plotted against a normalized supercontig length of one (x-axis). Three major patterns were seen for the graphs of the binned distributions. **(A)** Abundant small RNAs from clusters with several hot areas; these are mostly for the 19 supercontigs with ≥5000 small RNAs. **(B)** Small RNAs largely confined to isolated peaks in supercontigs. **(C)** Very low numbers of small RNAs in a given supercontig. **Figure S5.** Expression of protein coding genes with mapped small RNAs, using different cutoffs (no cutoff, ≥10, ≥25 and ≥50 small RNAs mapping to the gene). We plotted the microarray expression value for three sets of protein coding genes: those with only antisense small RNAs (AS only); those with both antisense and sense small RNAs (AS + S); those with only sense small RNAs (S only). Using both the ≥25 and ≥50 small RNA cutoffs, we observed significantly lower expression values among genes with AS or AS + S small RNAs. The number of genes for each category are listed. **Figure S6.** The density of small RNAs on paired or clustered genes and associated intergenic regions. Box-and-whisker plots showing small RNA density (small RNA/bp) on paired or clustered genes vs. intergenic regions between genes. The top and bottom ends of each box represent the 75th and 25th percentile, respectively; the middle line represents the median value 0.54 (paired genes) vs. 0.12 (intergenic regions), p-value < 2.2e-16. **Figure S7.** Unusual mapping patterns for protein coding genes with only sense small RNAs. Genome browser view for EHI_189510 and EHI_070670, showing sense small RNAs as either having an abrupt boundary (EHI_189510) or crossing into the adjacent intergenic region (EHI_070670). Black arrow represents the predicted gene, red and blue bars represent mapped small RNAs; both are sense to genes. **Figure S8.** Biochemical analysis of small RNAs for genes with both antisense and sense small RNAs. (A) Antisense and sense small RNAs mapped to a region containing two annotated genes (EHI_130480 and EHI_130490, arrows) and one potential unannotated gene (red: small RNA mapped to upper strand, blue: small RNA mapped to lower strand). Probes for Northern blot analysis are represented by bars and numbers (black for detecting sense and red for detecting antisense to EHI_130480). **(B)** Northern blot analysis for small RNAs. Northern blot analysis detects antisense (probe 7) and sense (probe 6) small RNAs. The sense small RNA is resistant to Terminator cleavage assay, indicating that it does not have a 5^′^-monoP structure. **(C)** Strand-specific RT-PCR detects both sense and antisense transcript for both EHI_130480 and EHI_130490. cDNA was generated using F and R primer (to detect antisense and sense transcript, respectively) as well as oligo dT primer. RT-PCR reveals both antisense and sense transcripts with antisense transcript at lower abundance than sense transcript. **Figure S9.** Examples of antisense small RNAs found at both exon-exon junctions and introns to the same gene. Genome browser view for EHI_197360 and EHI_135940, showing antisense small RNAs can map both to introns and exon-exon junctions of the same gene. Black arrow represents the predicted gene, with their exons represented by blue bars. Red bars represent mapped small RNAs with direction from left to right (antisense to both genes). Green arrows point to introns, and exon-exon junction small RNA reads are broken red bars connected with lines. **Figure S10.** Small RNA size distribution for small RNAs mapping to structural RNAs and repetitive elements. The small RNA length distributions for small RNAs that map to tRNAs (grey), rRNAs (red) and repetitive elements (blue) are shown. A 27nt peak is evident for repetitive element reads but not for the structural RNAs. The “tailed” 17nt peaks seen for all three plots are most likely non-specific degradation from highly expressed transcripts. **Figure S11.** Nucleotide frequency at each position for the 17nt tRNAs and rRNAs, and the 27nt tRNAs. Nucleotide frequency at each position was plotted: no 5^′^-G sequence predominance was observed for 17nt rRNAs and 17nt tRNAs; a slight 5^′^-G enrichment was observed for 27nt tRNAs. **Figure S12.** Nucleotide frequency at each position of LINEs/SINEs mapped 17nt and 27nt sequences. Nucleotide frequency at each position was plotted for the 17nt and 27nt LINE/SINE sequences. There is a clear 5^′^-G sequence predominance observed for the 27nt sequences, but not for the 17nt sequences. **Figure S13.** Small RNAs mapped to EhLINE1 and Northern blot analysis. The EhRLE5 sequence, which belongs to the EhLINE1 family is used as an example to show small RNAs that map to repetitive elements. Upper panel: red, small RNA mapped to upper strand; blue, small RNA mapped to lower strand; long arrow, the complete EHRLE unit with arrow showing the RT transcription direction. The black bar is the position of selected EhRLE5 probe. Lower panel: Northern blot analysis revealed distinct bands at ~30nt size using probes selected for EhRLE5 and one locus of EHLINE1 (DS571716:427–2922). **Figure S14.** Small RNA mapping to genome duplication segment D1. Genome browser view for genome duplication segment D1 (red, small RNAs mapped to upper strand; blue, small RNAs mapped to lower strand). Annotated genes are shown below as dark blue blocks. All annotated genes are mapped with dense small RNAs in this scaffold indicating that the whole segment D1 might be a target of the RNAi pathway. Click here for file

Additional file 2: Table S1 List of top 19 supercontigs that are highly enriched for small RNAs. The genome mapping file for the *E. histolytica* HM-1:IMSS small RNA dataset was used to generate the mapping counts for each supercontig in R using base functions. The supercontig number, size and number of mapped small RNAs are listed. **Table S2.** Analysis of paired or clustered protein coding genes that have small RNAs mapping to them. Listed features include gene name, sRNA orientation, contig number, whether genes are paired or clustered, genomic duplication segments, proximity to repeat regions, orientation (divergent/convergent/tandem), gene length, intergenic distance between paired/clustered genes, number of sRNAs mapped to each gene, small RNA density on the gene, number of sRNAs mapped to the intergenic region, and the sRNA density on the intergenic region. **Table S3.** Small RNA reads map to exon-exon junction and intron from HM-1:IMSS EhAGO2-2 IP small RNA library. Listed are numbers of unique small RNA reads in each category. **Table S4.** Small RNA density on EHI_135940 and EHI_197360. Listed are the number of small RNA mapped to exons and introns and the calculated small RNA density on these regions for each gene. **Table S5.** A global assessment of small RNA regulated genes in *E. histolytica*. Genes to which small RNAs mapped in either the antisense or sense and antisense orientation were analyzed for their expression data using previously published microarray data. The number of genes on the Affymetrix microarray and those with normalized array data <0.2 (not expressed) under wild type conditions for *E. histolytica* HM-1:IMSS are listed. The number of genes not expressed under all conditions tested, those expressed in other *E. histolytica* strains (200:NIH and Rahman), those expressed under specific culture conditions (under different drug treatment and serum starvation) and those expressed in developmental stages are listed. Microarray data are adapted from [41-45]. **Table S6.** Oligonucleotide probes used for Northern blot analysis. The probe name, targeting gene/LINEs, orientation/position of the probe, and sequence of the probe are shown. S: sense; AS: antisense. **Table S7.** Primers used for strand specific RT-PCR analysis. Primer sequences, the tested genes, and orientation (F/R) are listed. Click here for file

Additional file 3: Table S8 Small RNAs mapping to protein coding genes containing introns or exon-exon junctions. We downloaded from AmoebaDB both genomic and mRNA gene sequences for all *E. histolytica* genes with at least one predicted intron. Small RNAs mapping to introns are reads that map to the genomic sequence but not the mRNA sequence. Small RNAs mapping to exon-exon junctions are reads that map to mRNA sequence but not the genomic sequence. Protein coding genes are shown in three categories: genes with only antisense small RNAs; genes with both antisense and sense small RNAs; genes with only sense small RNAs. The number of small RNAs mapping to a gene, intron, or exon-exon junction is indicated. Whether the intron has an in-frame stop codon or frame disruption is listed (Yes/NO). HM-1:IMSS EhAGO2-2 IP small RNA library dataset was used for the analysis. Only genes with ≥50 small RNAs are listed. Highly identical genes are indicated with same letter in column Paralog group. Click here for file

# Supplementary material for: Small RNA pyrosequencing in the protozoan parasite Entamoeba histolytica reveals strain-specific small RNAs that target virulence genes
**Source:** BMC Genomics. 2013 Jan 25;14:53. doi: 10.1186/1471-2164-14-53
**Supplement:** Additional file 1: Figure S1 — Flow-chart for small RNA sequence analysis. The pipeline for processing of the small RNA sequences is listed. Figure S2. The number of loci to which each small RNA maps. The genome mapping file for the E. histolytica HM-1:IMSS small RNA dataset was used to generate the mapping counts for each small RNA in R using base functions. The number of small RNA reads (y-axis) is plotted against counts of their mapped loci (x-axis). Figure S3. Nucleotide frequency at each position for the 17nt, 26nt and 28nt small RNA sequences. A 5′-G sequence predominance is evident for the aligned 26nt and 28nt reads but not for 17nt reads when the nucleotide frequency at each position is plotted. Figure S4. Representative supercontig view of the mapped small RNAs. Small RNAs were binned into windows of 500 bp along the supercontig. The counts of small RNA reads (y-axis) were plotted against a normalized supercontig length of one (x-axis). Three major patterns were seen for the graphs of the binned distributions. (A) Abundant small RNAs from clusters with several hot areas; these are mostly for the 19 supercontigs with ≥5000 small RNAs. (B) Small RNAs largely confined to isolated peaks in supercontigs. (C) Very low numbers of small RNAs in a given supercontig. Figure S5. Expression of protein coding genes with mapped small RNAs, using different cutoffs (no cutoff, ≥10, ≥25 and ≥50 small RNAs mapping to the gene). We plotted the microarray expression value for three sets of protein coding genes: those with only antisense small RNAs (AS only); those with both antisense and sense small RNAs (AS + S); those with only sense small RNAs (S only). Using both the ≥25 and ≥50 small RNA cutoffs, we observed significantly lower expression values among genes with AS or AS + S small RNAs. The number of genes for each category are listed. Figure S6. The density of small RNAs on paired or clustered genes and associated intergenic regions. Box-and-whisker plots showing small RNA density (small RNA/bp) on p

## Slide 1
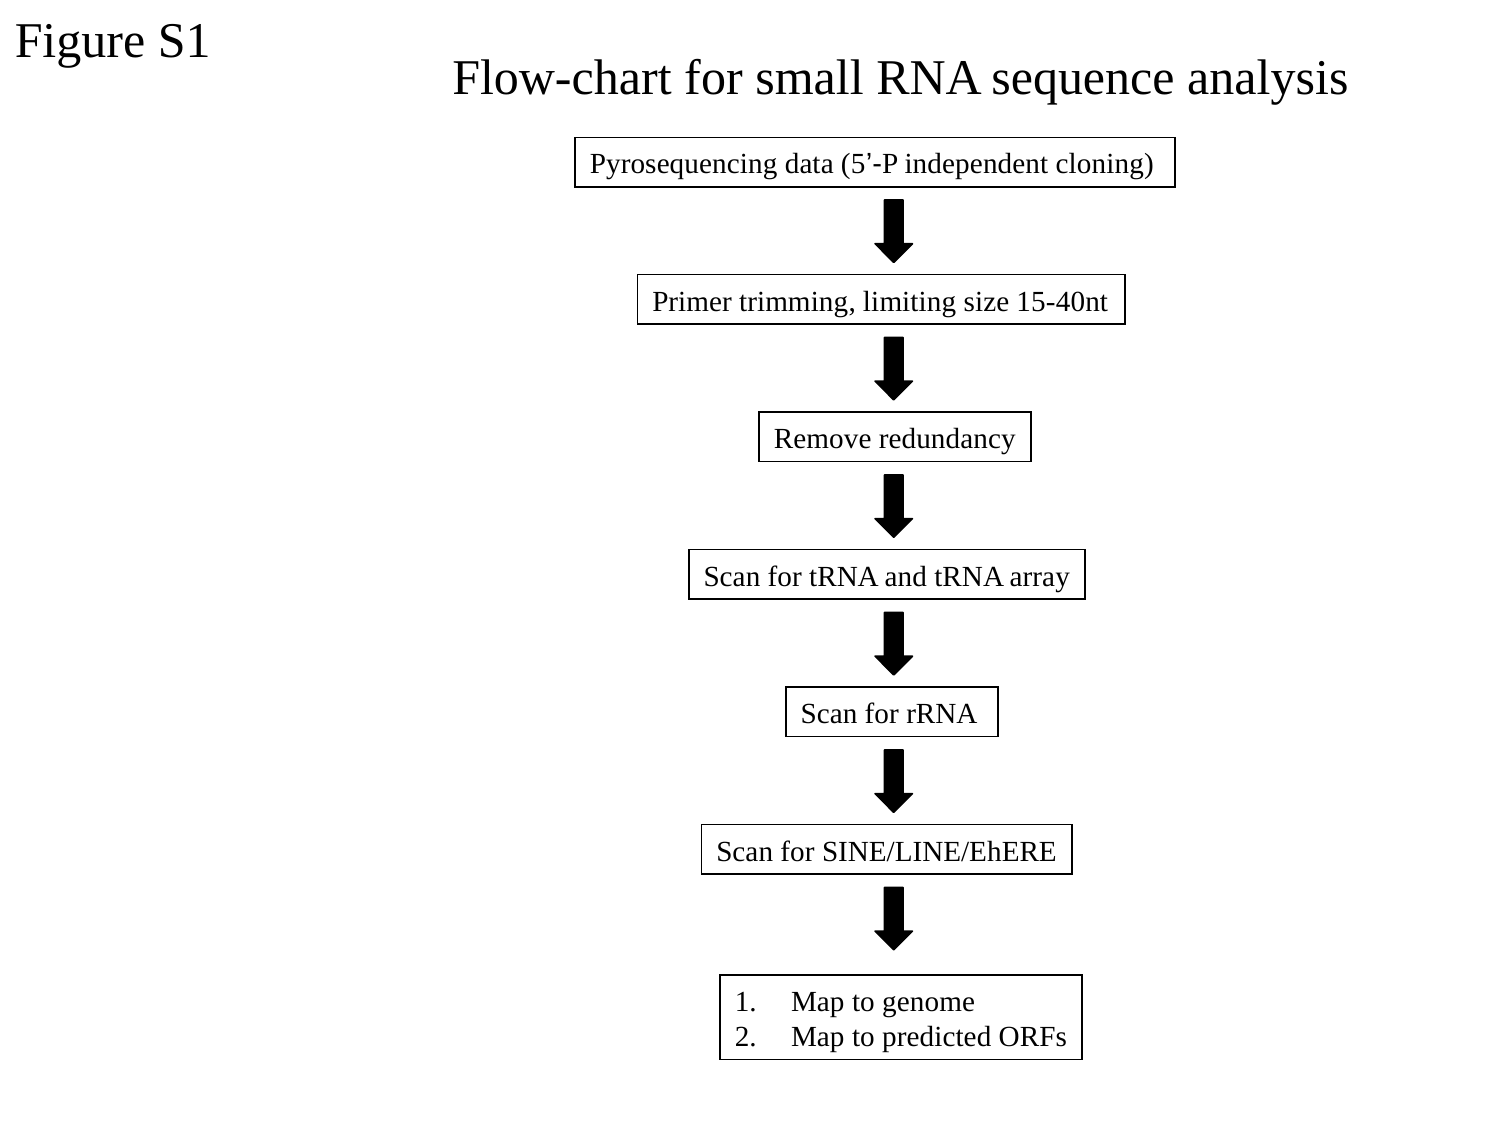

Figure S1
Flow-chart for small RNA sequence analysis
Pyrosequencing data (5’-P independent cloning)
Primer trimming, limiting size 15-40nt
Remove redundancy
Scan for tRNA and tRNA array
Scan for rRNA
Scan for SINE/LINE/EhERE
Map to genome
Map to predicted ORFs

## Slide 2
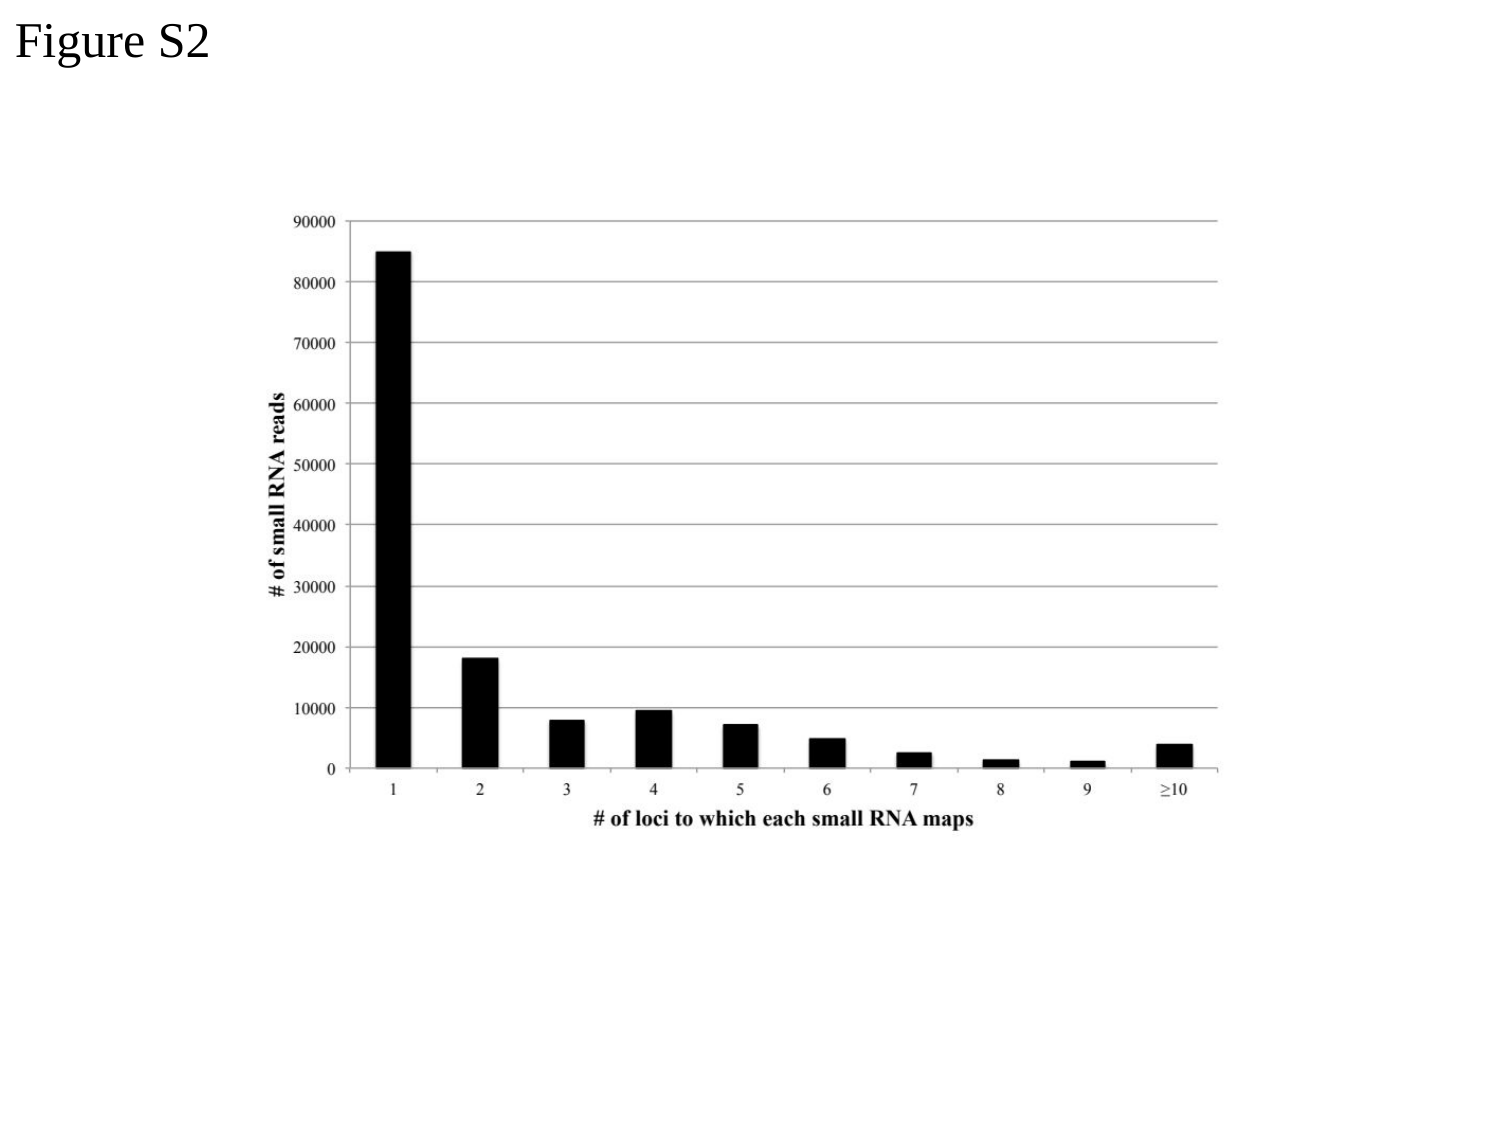

Figure S2

## Slide 3
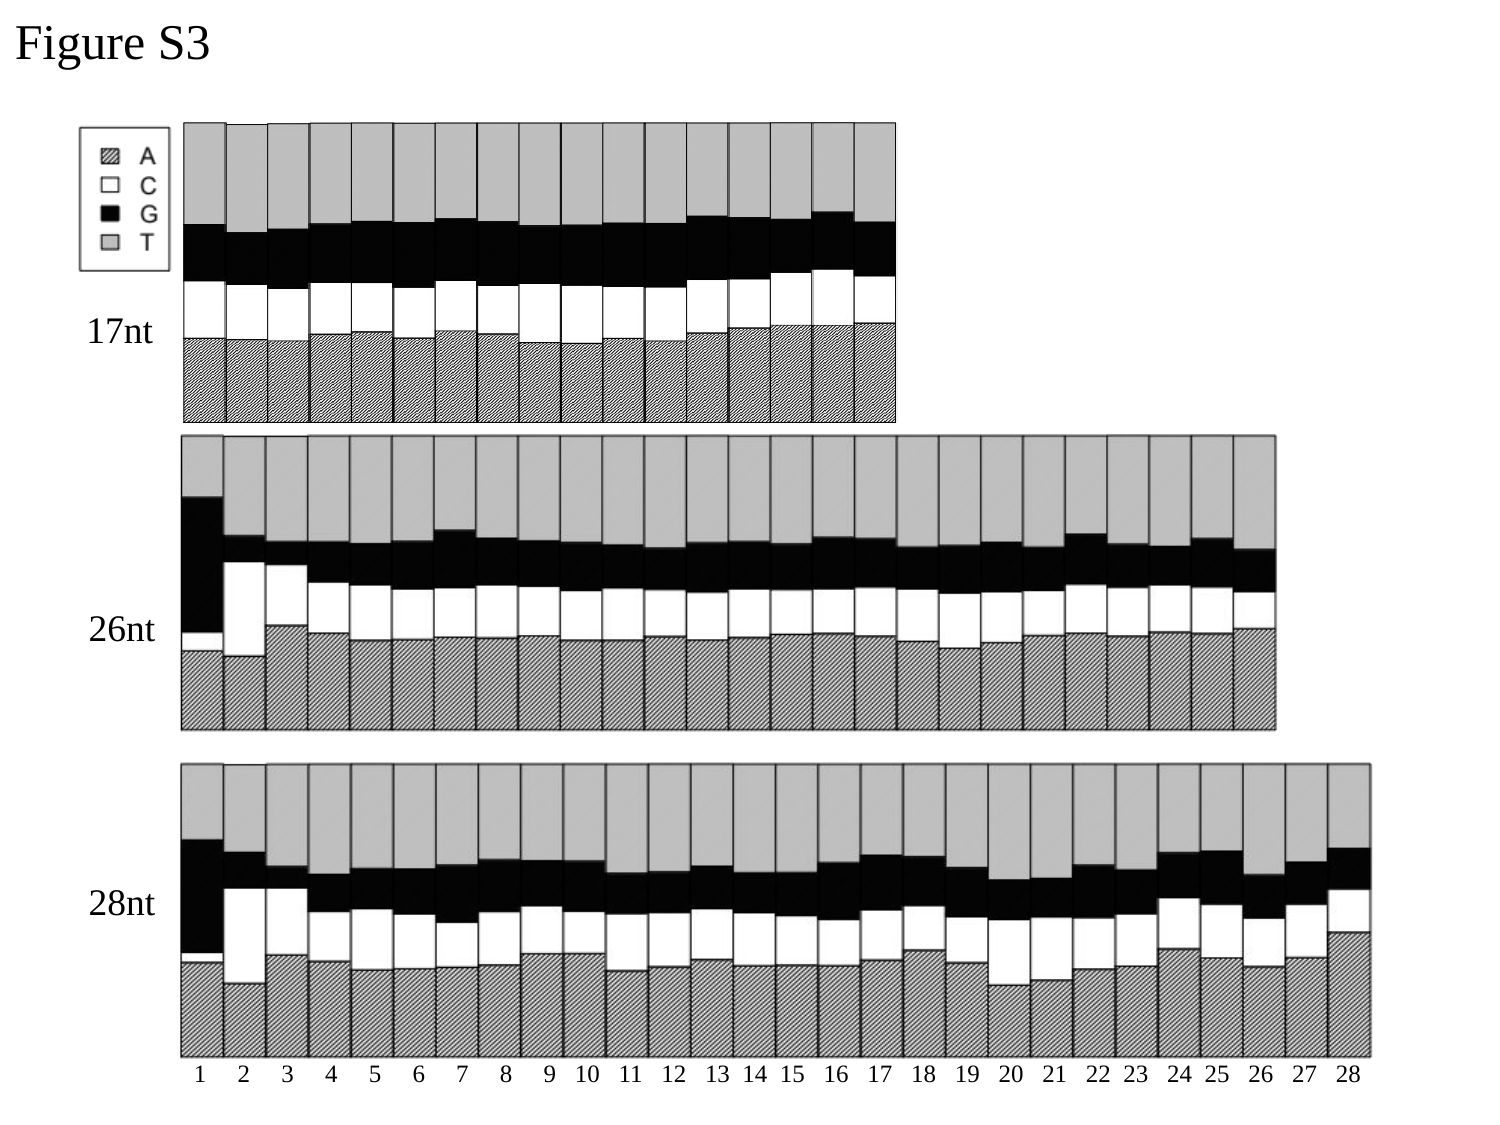

Figure S3
17nt
26nt
28nt
1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19 20 21 22 23 24 25 26 27 28

## Slide 4
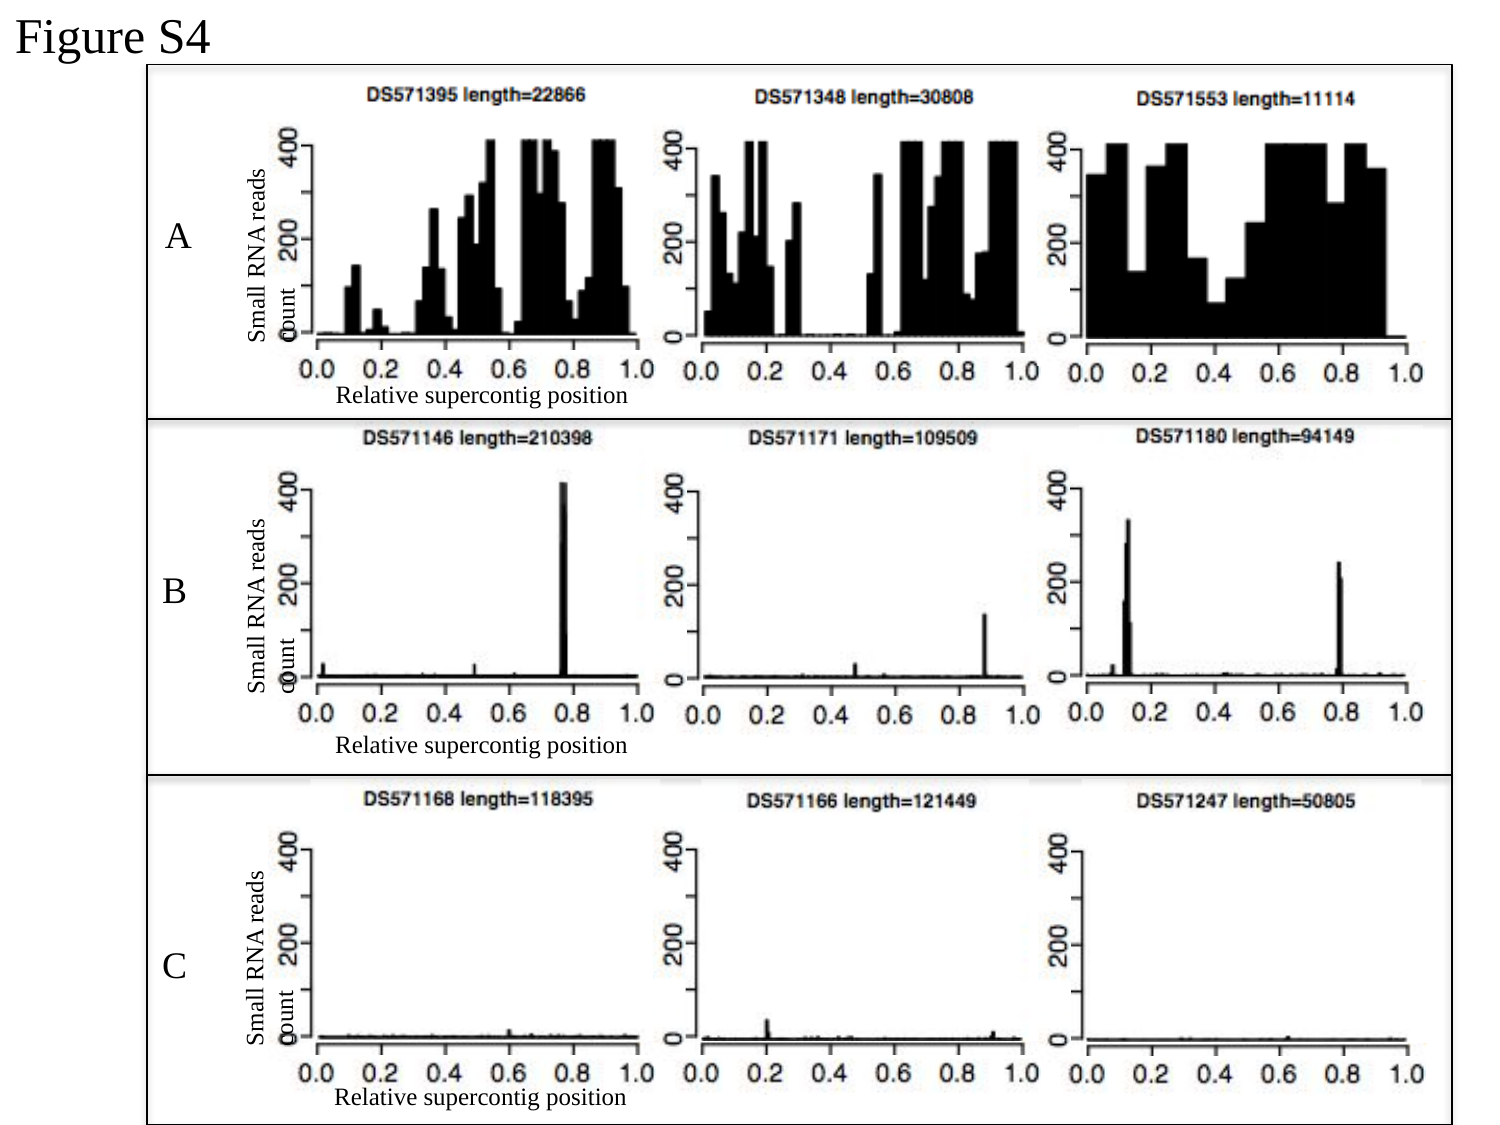

Figure S4
Small RNA reads count
A
Relative supercontig position
Small RNA reads count
B
Relative supercontig position
Small RNA reads count
C
Relative supercontig position

## Slide 5
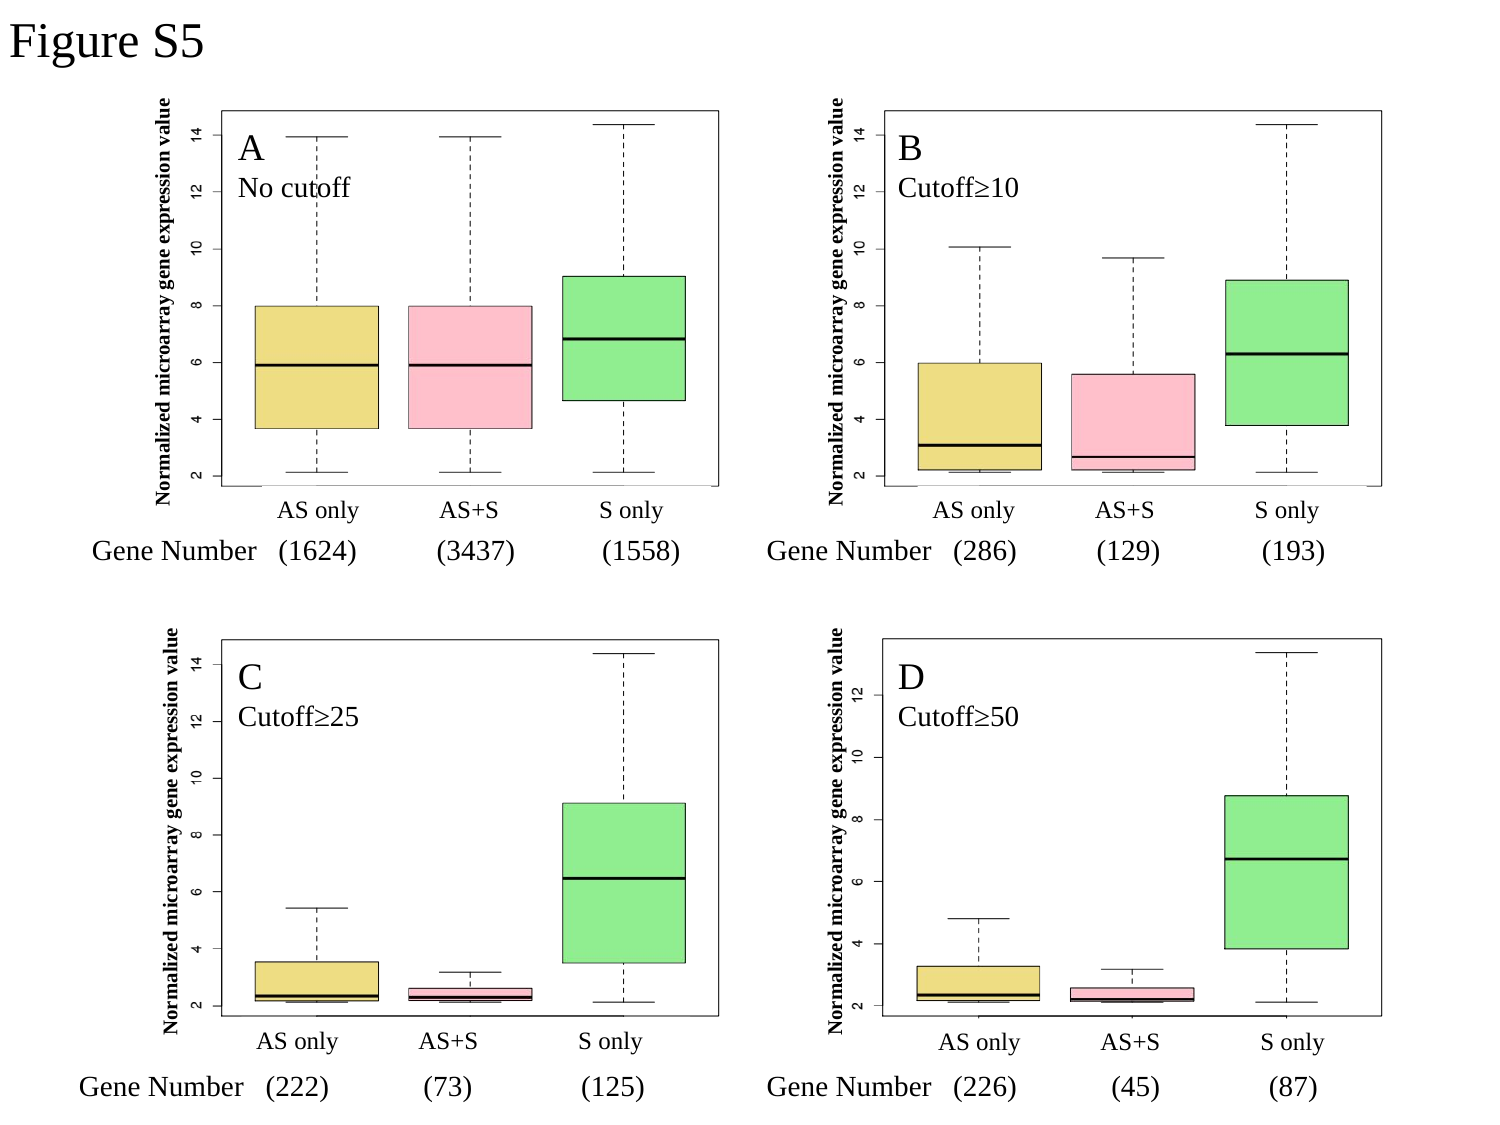

Figure S5
A
No cutoff
B
Cutoff≥10
Normalized microarray gene expression value
Normalized microarray gene expression value
AS only AS+S S only
AS only AS+S S only
Gene Number (1624) (3437) (1558)
Gene Number (286) (129) (193)
C
Cutoff≥25
D
Cutoff≥50
Normalized microarray gene expression value
Normalized microarray gene expression value
AS only AS+S S only
AS only AS+S S only
Gene Number (222) (73) (125)
Gene Number (226) (45) (87)

## Slide 6
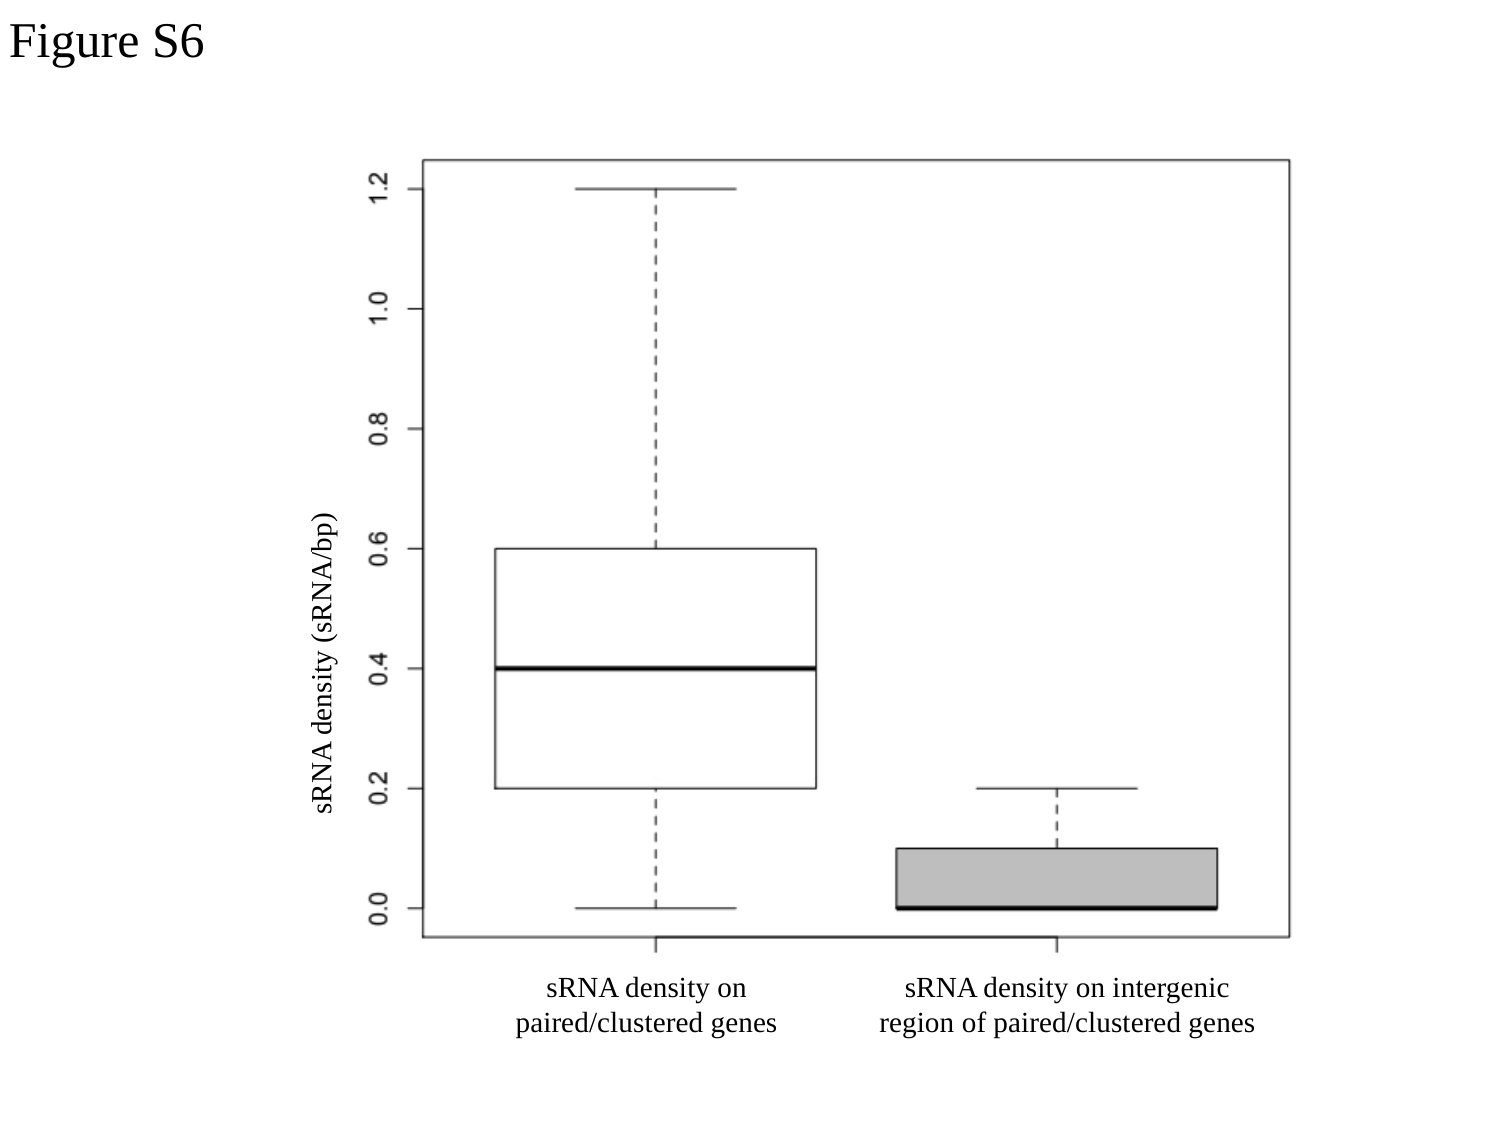

Figure S6
sRNA density (sRNA/bp)
sRNA density on paired/clustered genes
sRNA density on intergenic region of paired/clustered genes

## Slide 7
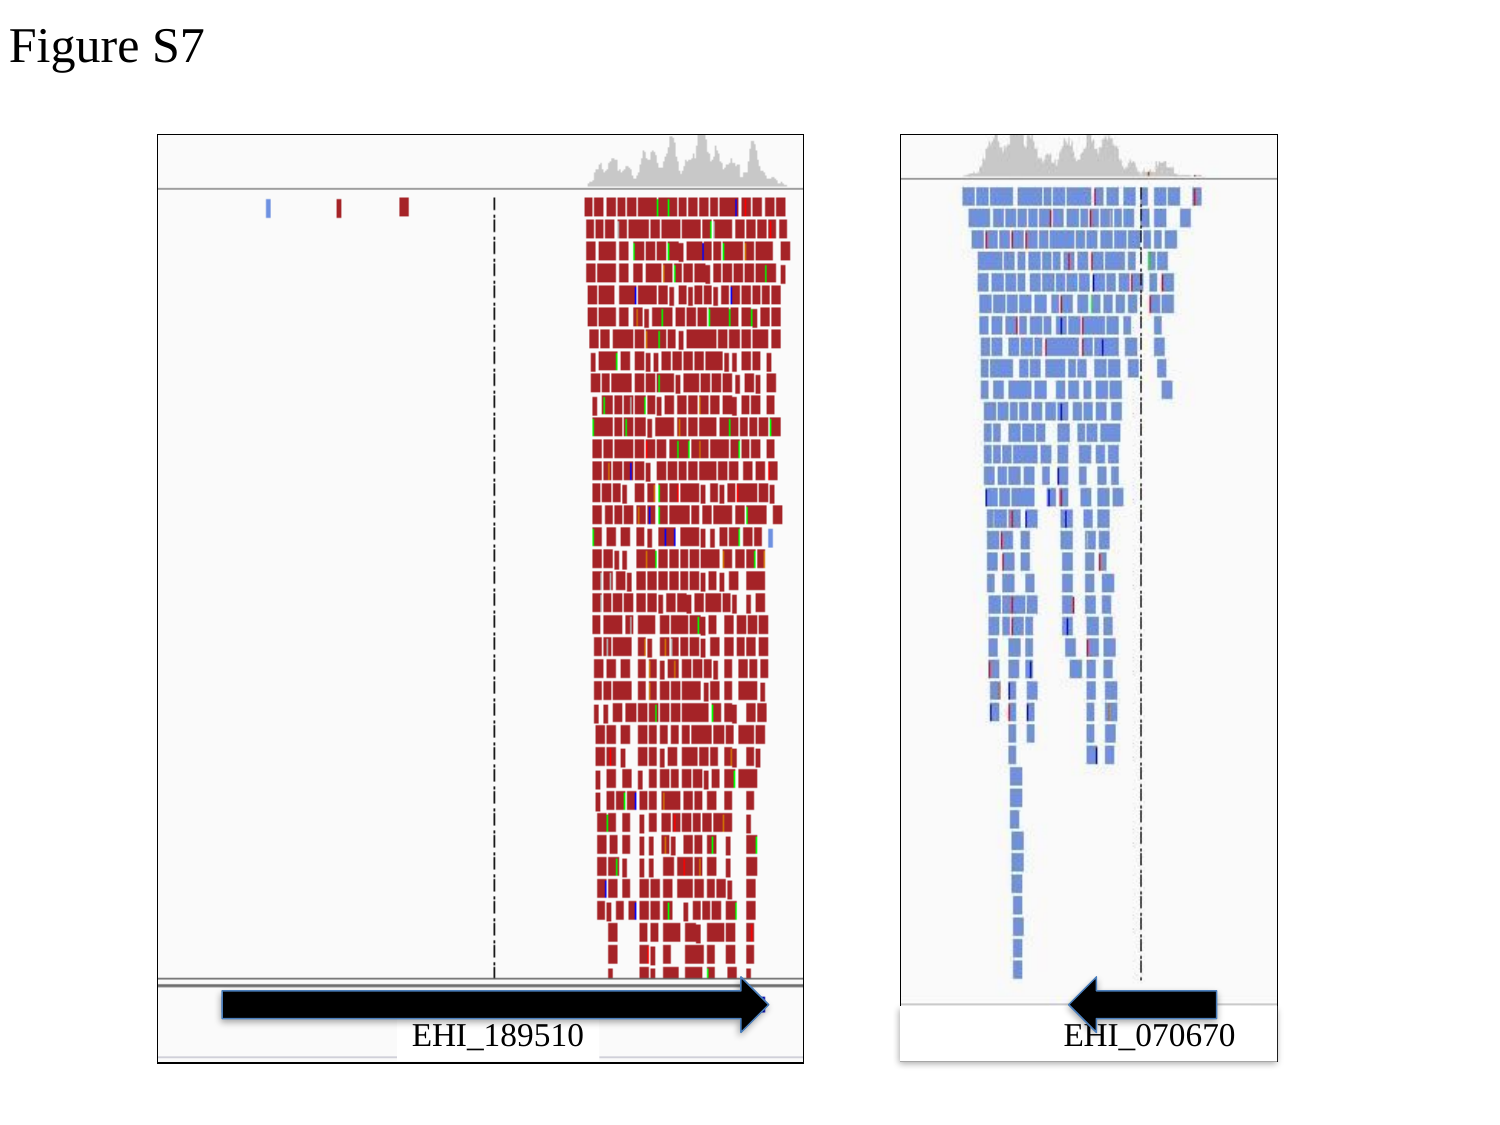

Figure S7
EHI_070670
EHI_189510

## Slide 8
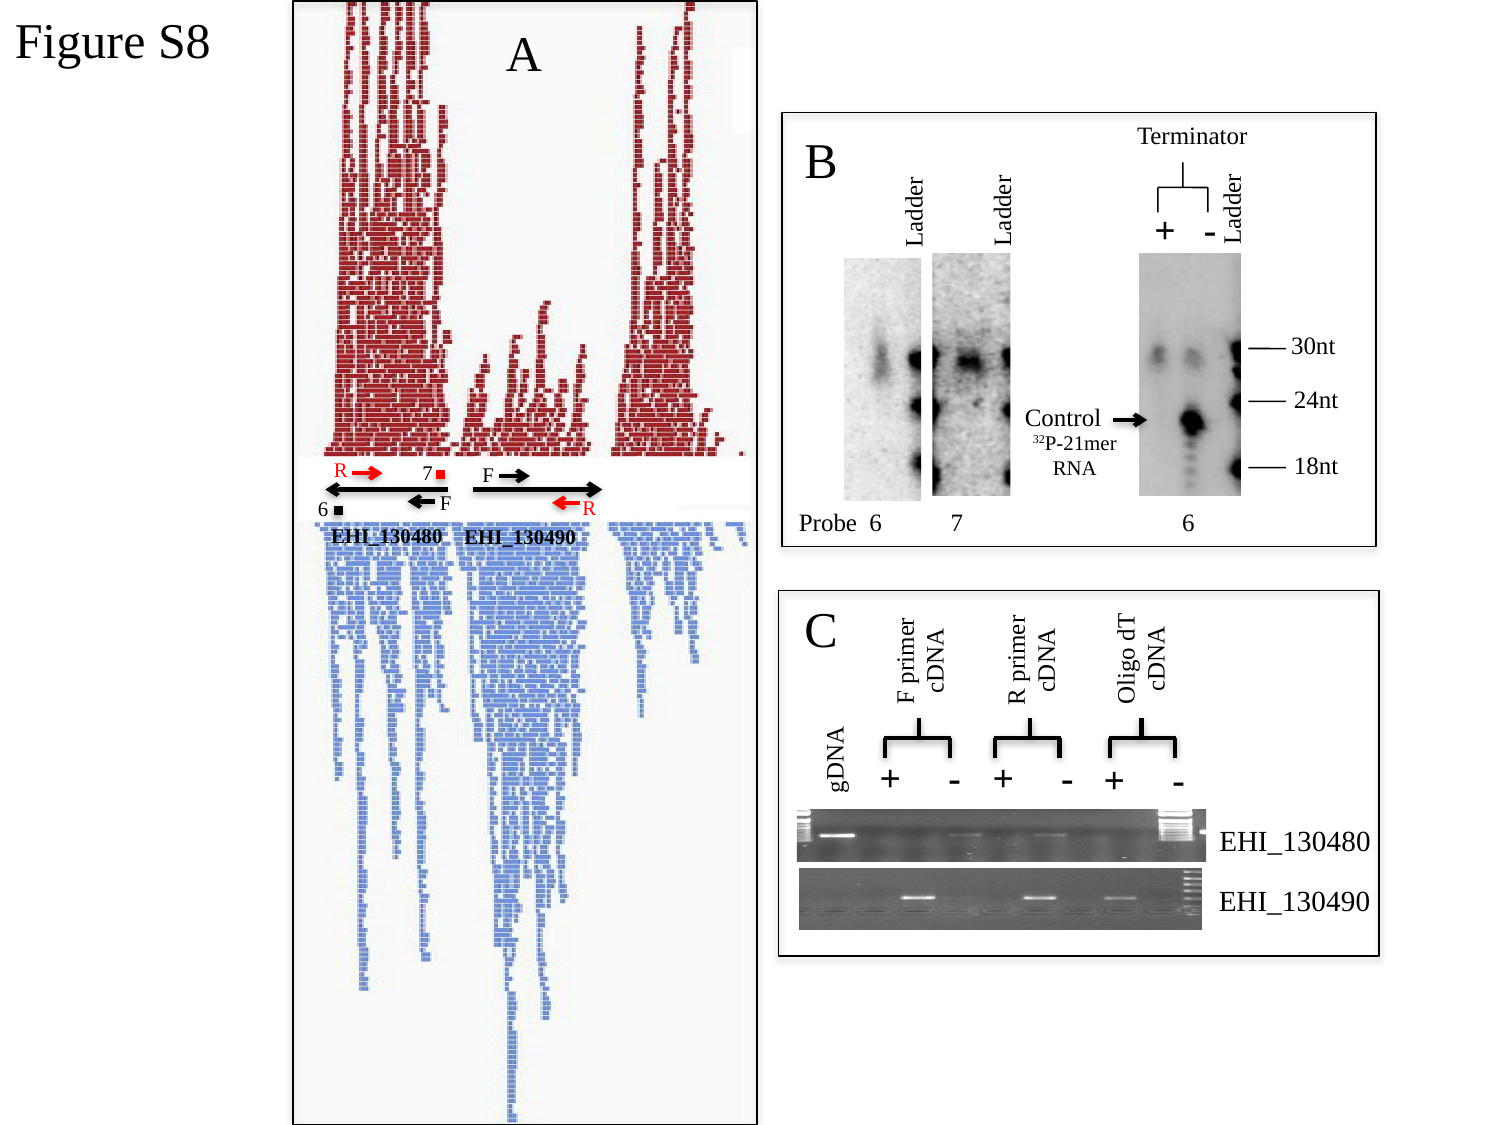

Figure S8
A
Terminator
B
Ladder
Ladder
Ladder
 + -
30nt
24nt
Control
32P-21mer RNA
18nt
R
7
F
F
R
6
 6
Probe 6 7
EHI_130480
EHI_130490
C
Oligo dT cDNA
R primer cDNA
F primer cDNA
gDNA
+ -
+ -
+ -
EHI_130480
EHI_130490

## Slide 9
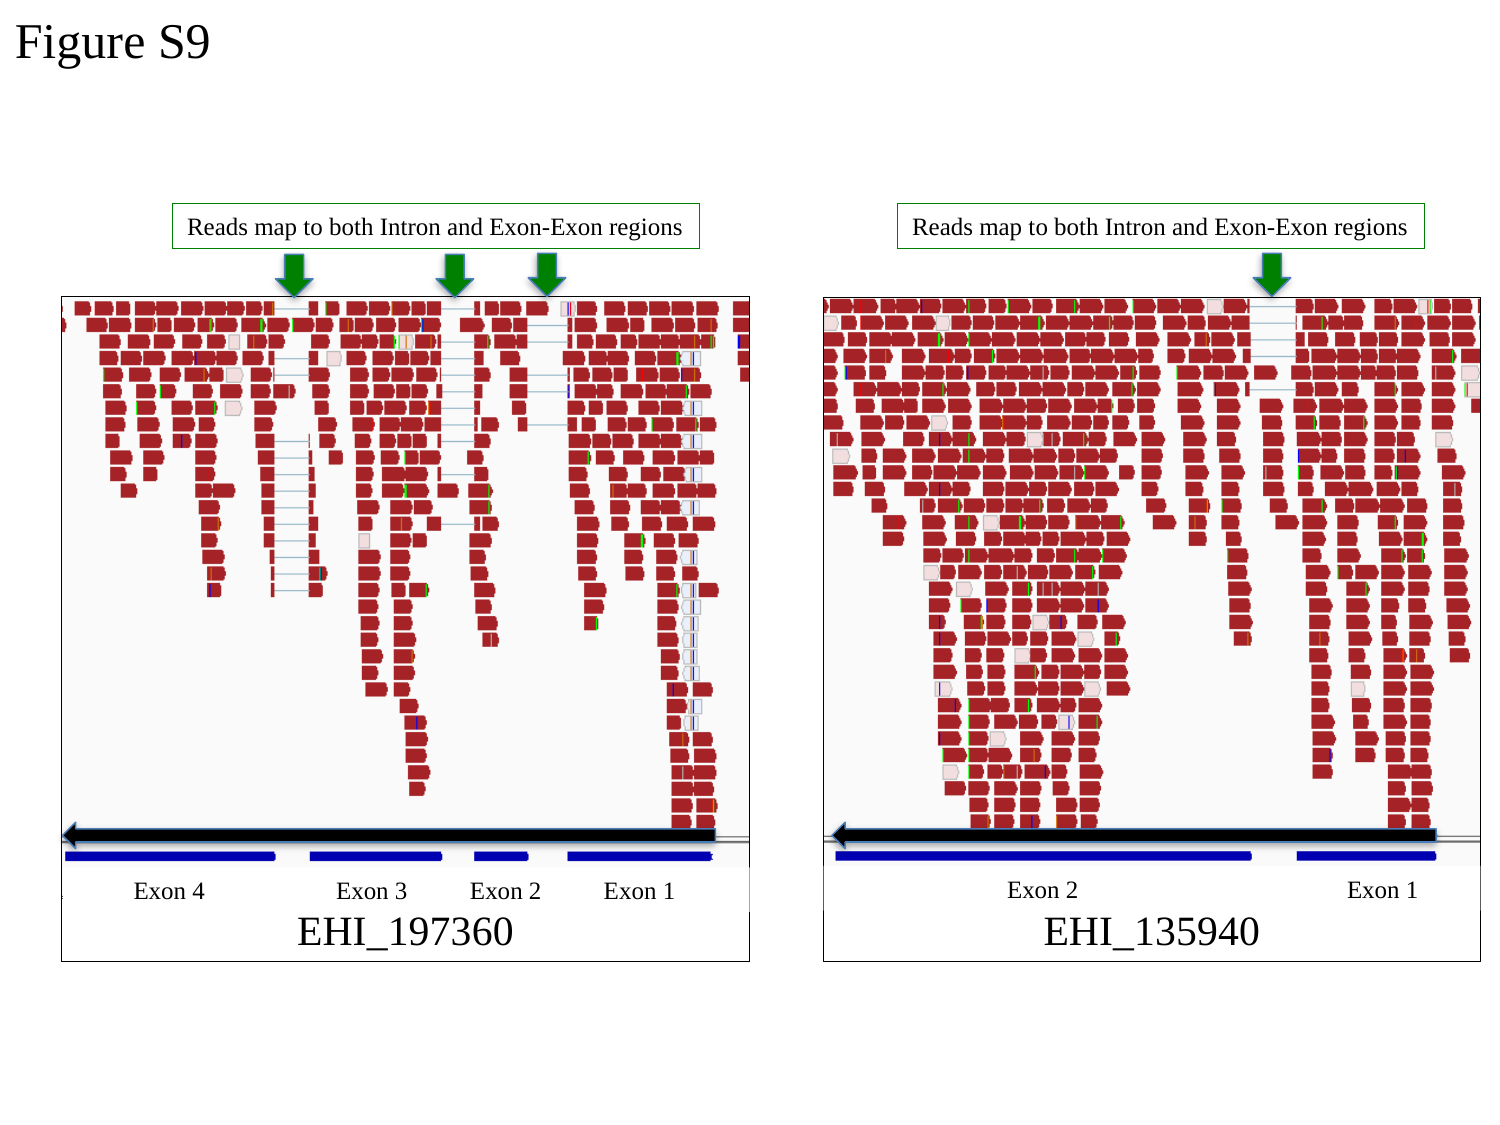

Figure S9
Reads map to both Intron and Exon-Exon regions
Reads map to both Intron and Exon-Exon regions
 Exon 2 Exon 1
 Exon 4 Exon 3 Exon 2 Exon 1
EHI_197360
EHI_135940

## Slide 10
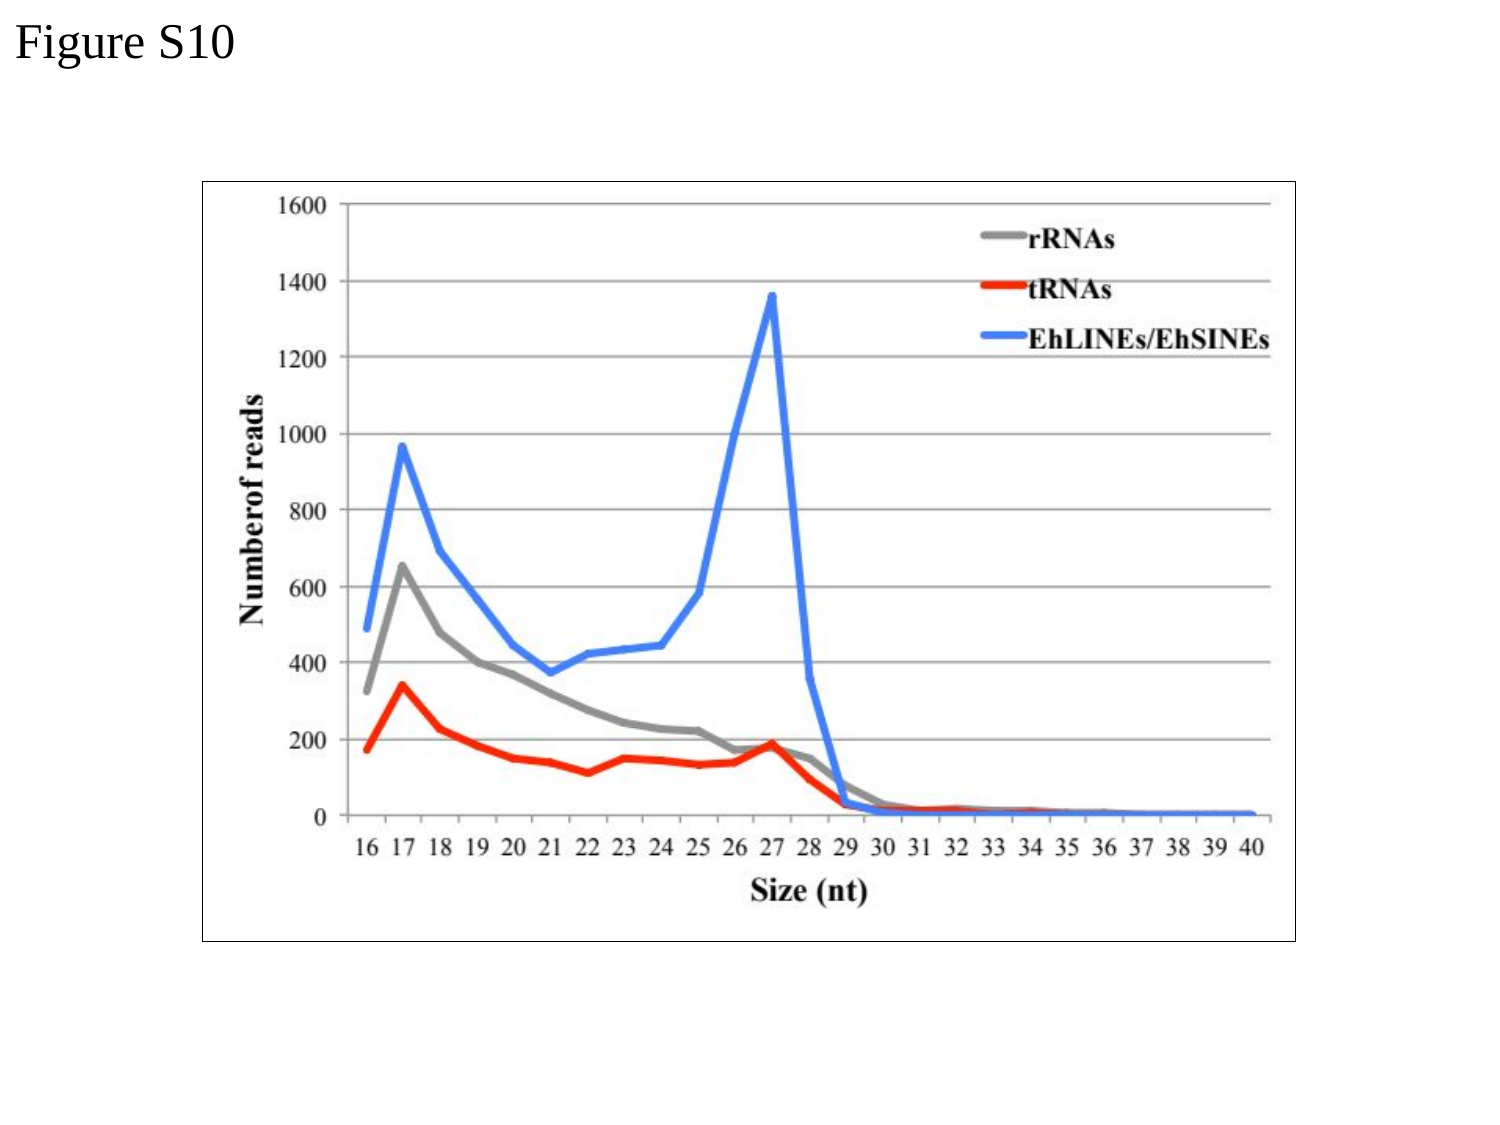

Figure S10

## Slide 11
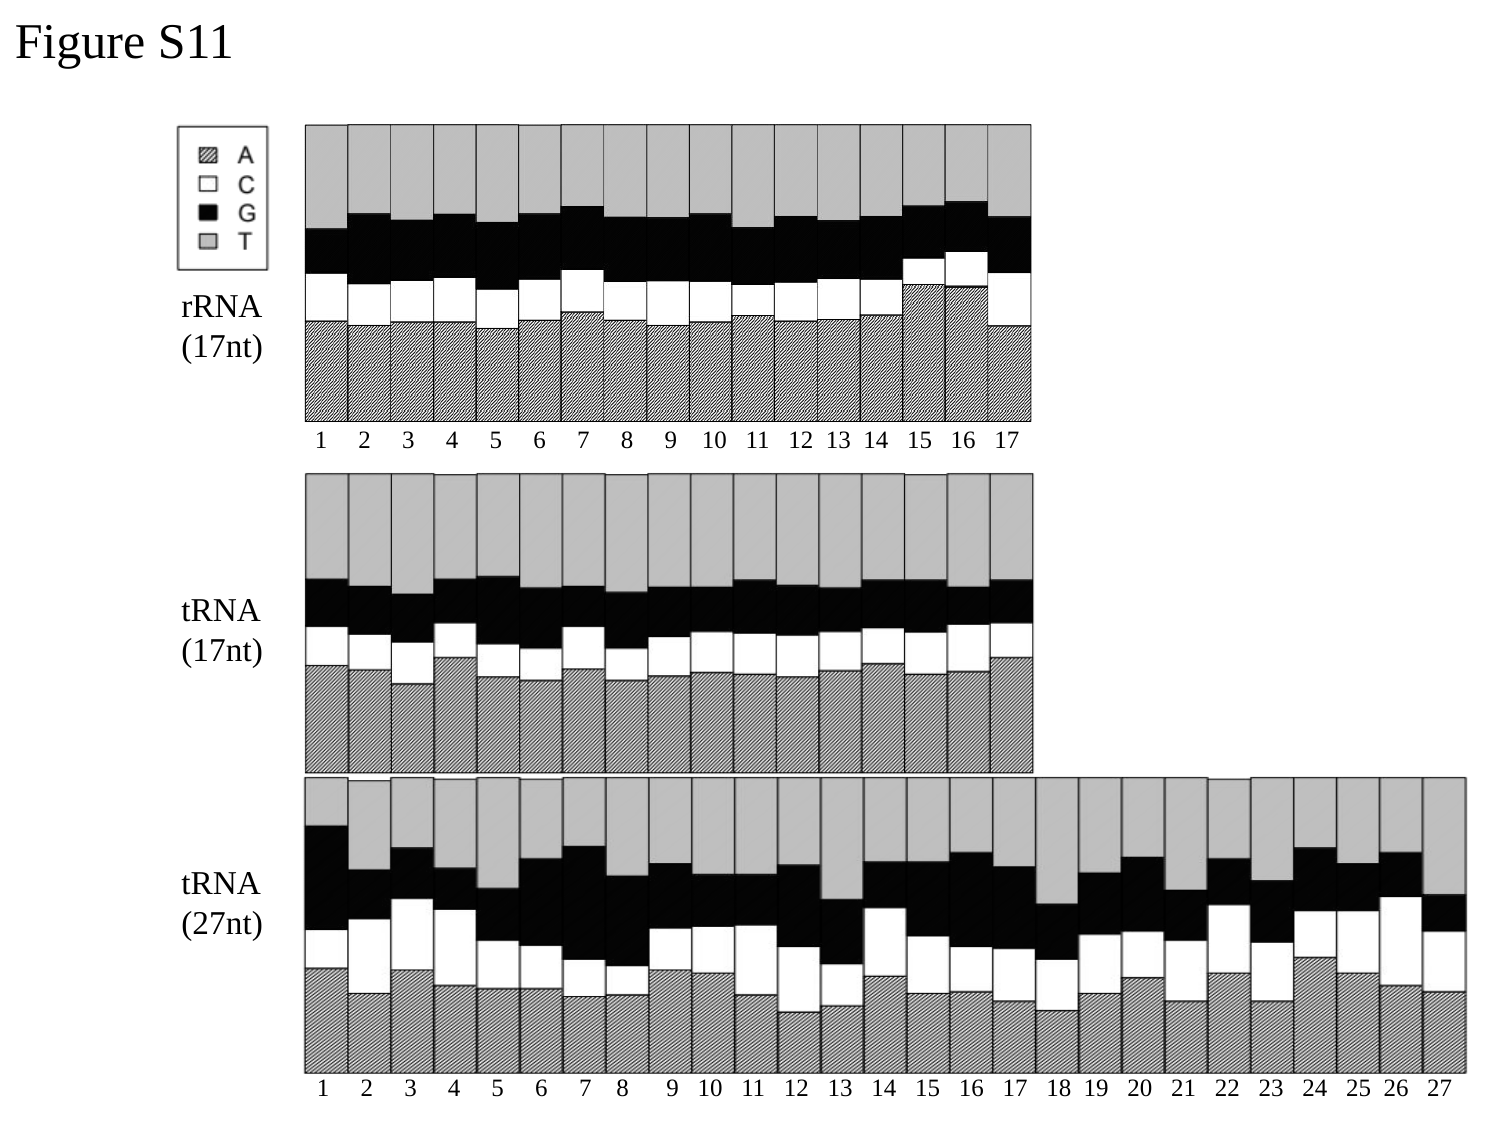

Figure S11
rRNA
(17nt)
1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17
tRNA
(17nt)
tRNA
(27nt)
1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19 20 21 22 23 24 25 26 27

## Slide 12
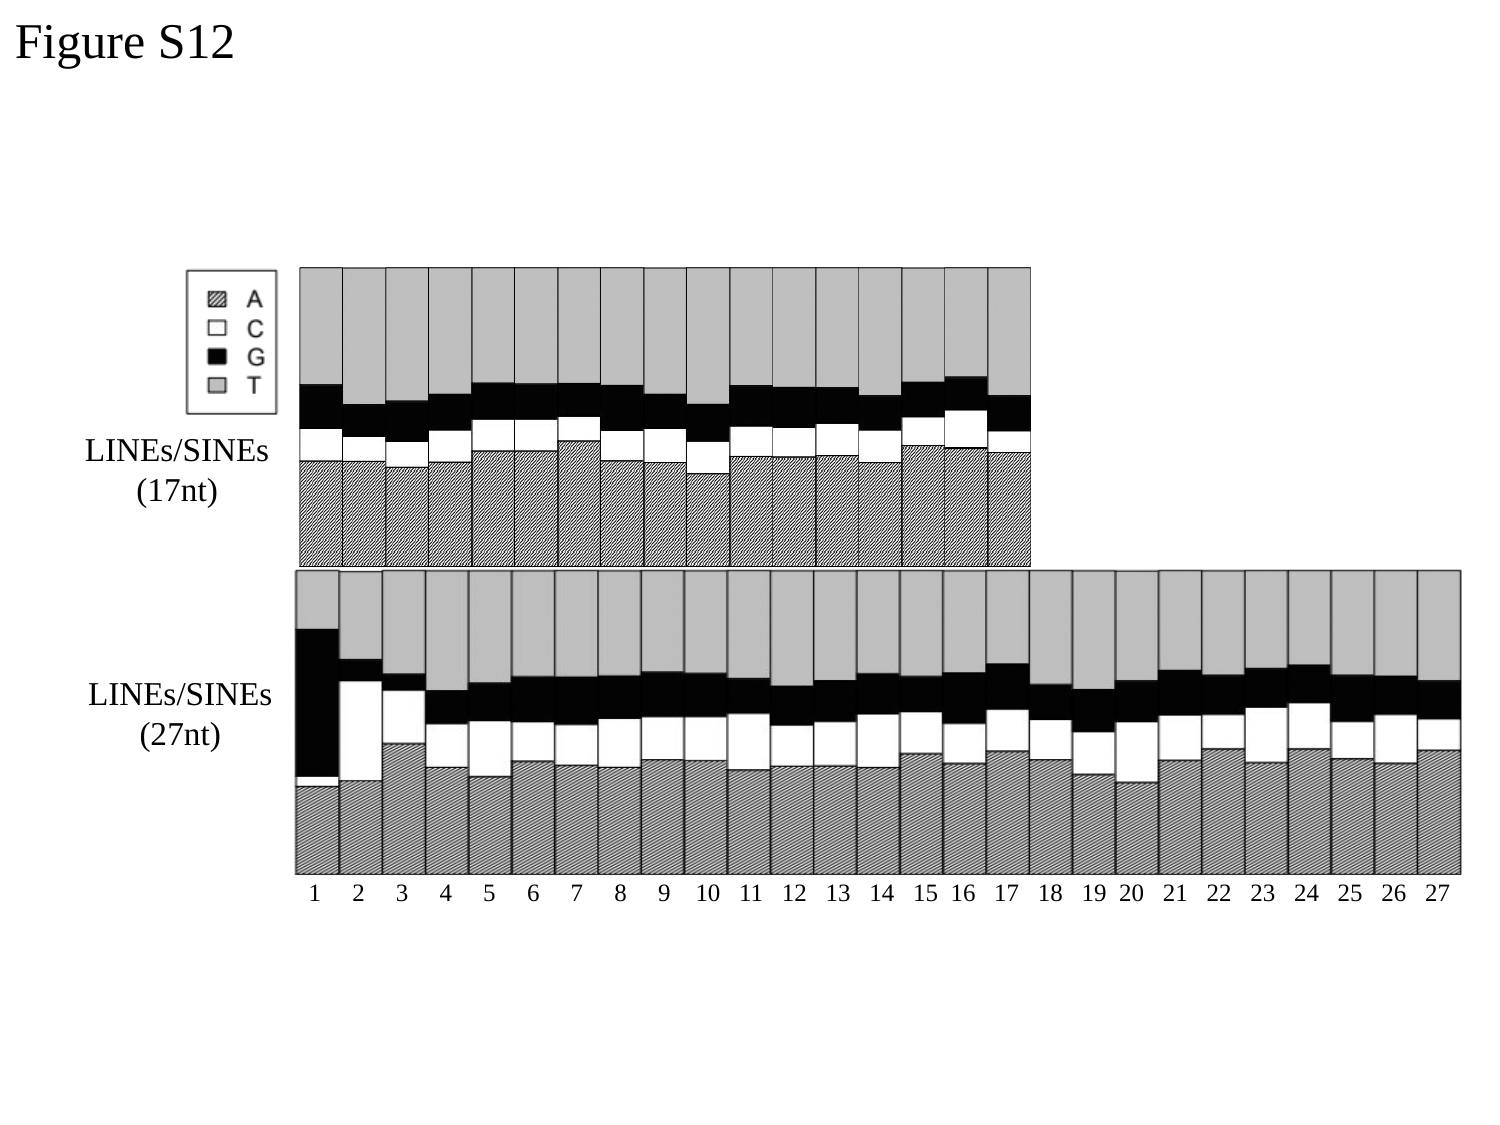

Figure S12
LINEs/SINEs
(17nt)
LINEs/SINEs
(27nt)
1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19 20 21 22 23 24 25 26 27

## Slide 13
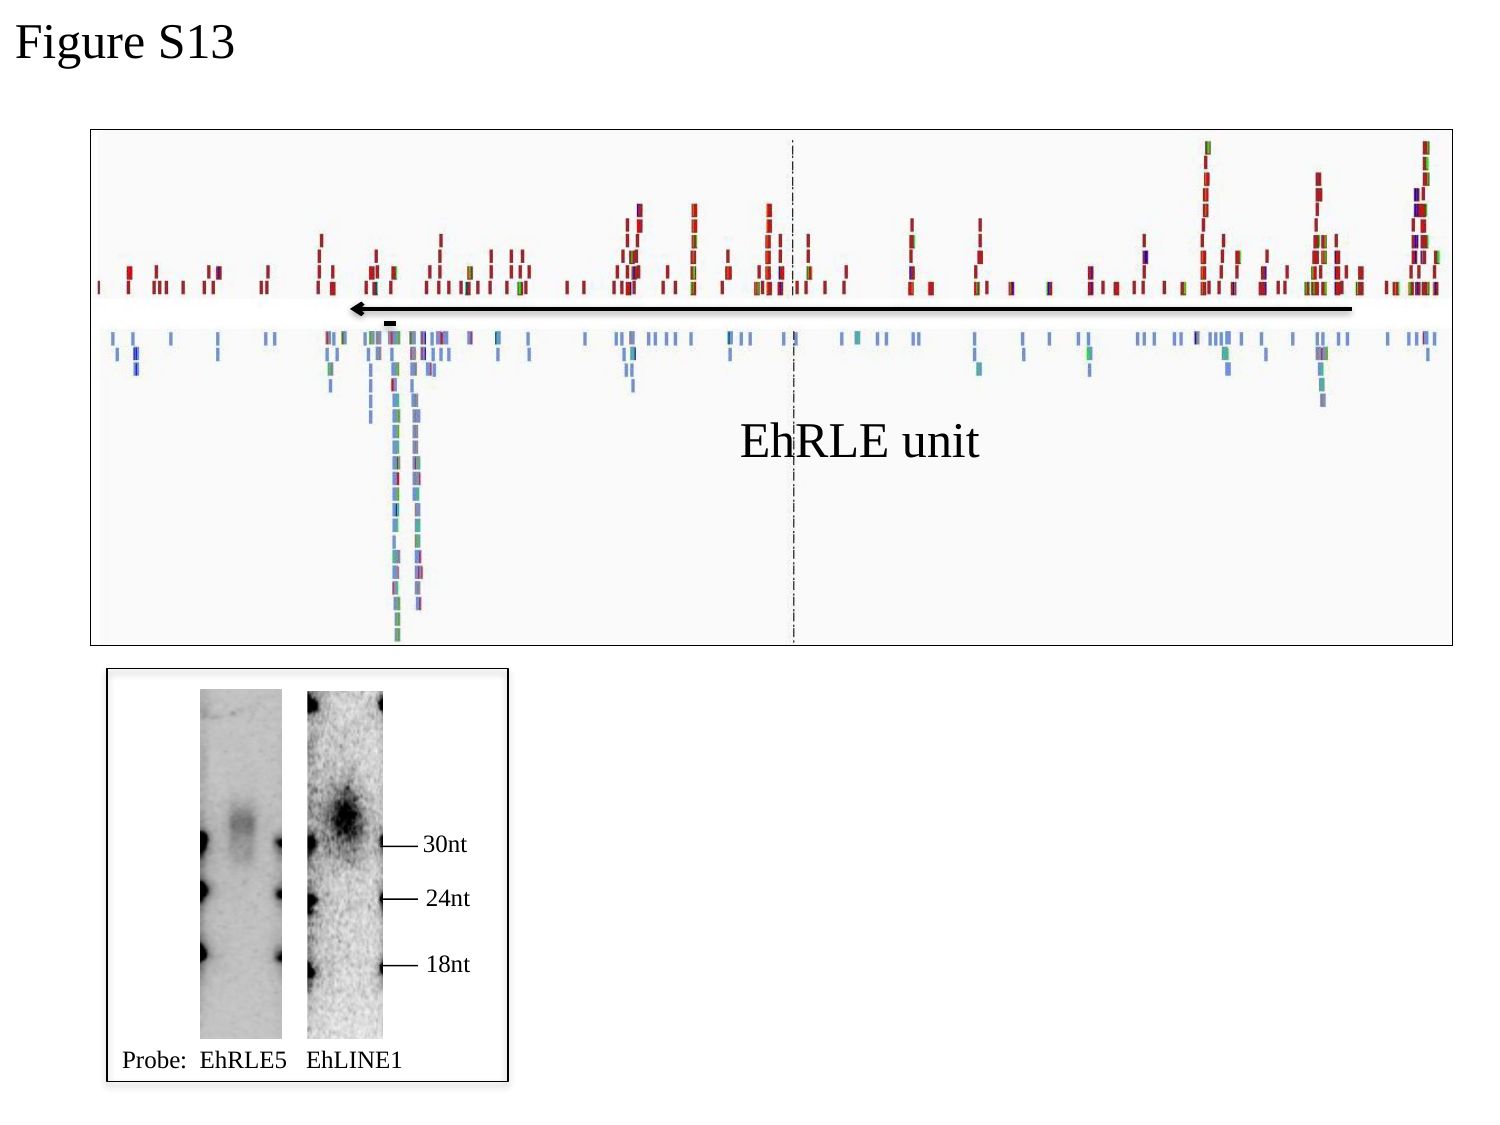

Figure S13
EhRLE unit
30nt
24nt
18nt
Probe: EhRLE5 EhLINE1

## Slide 14
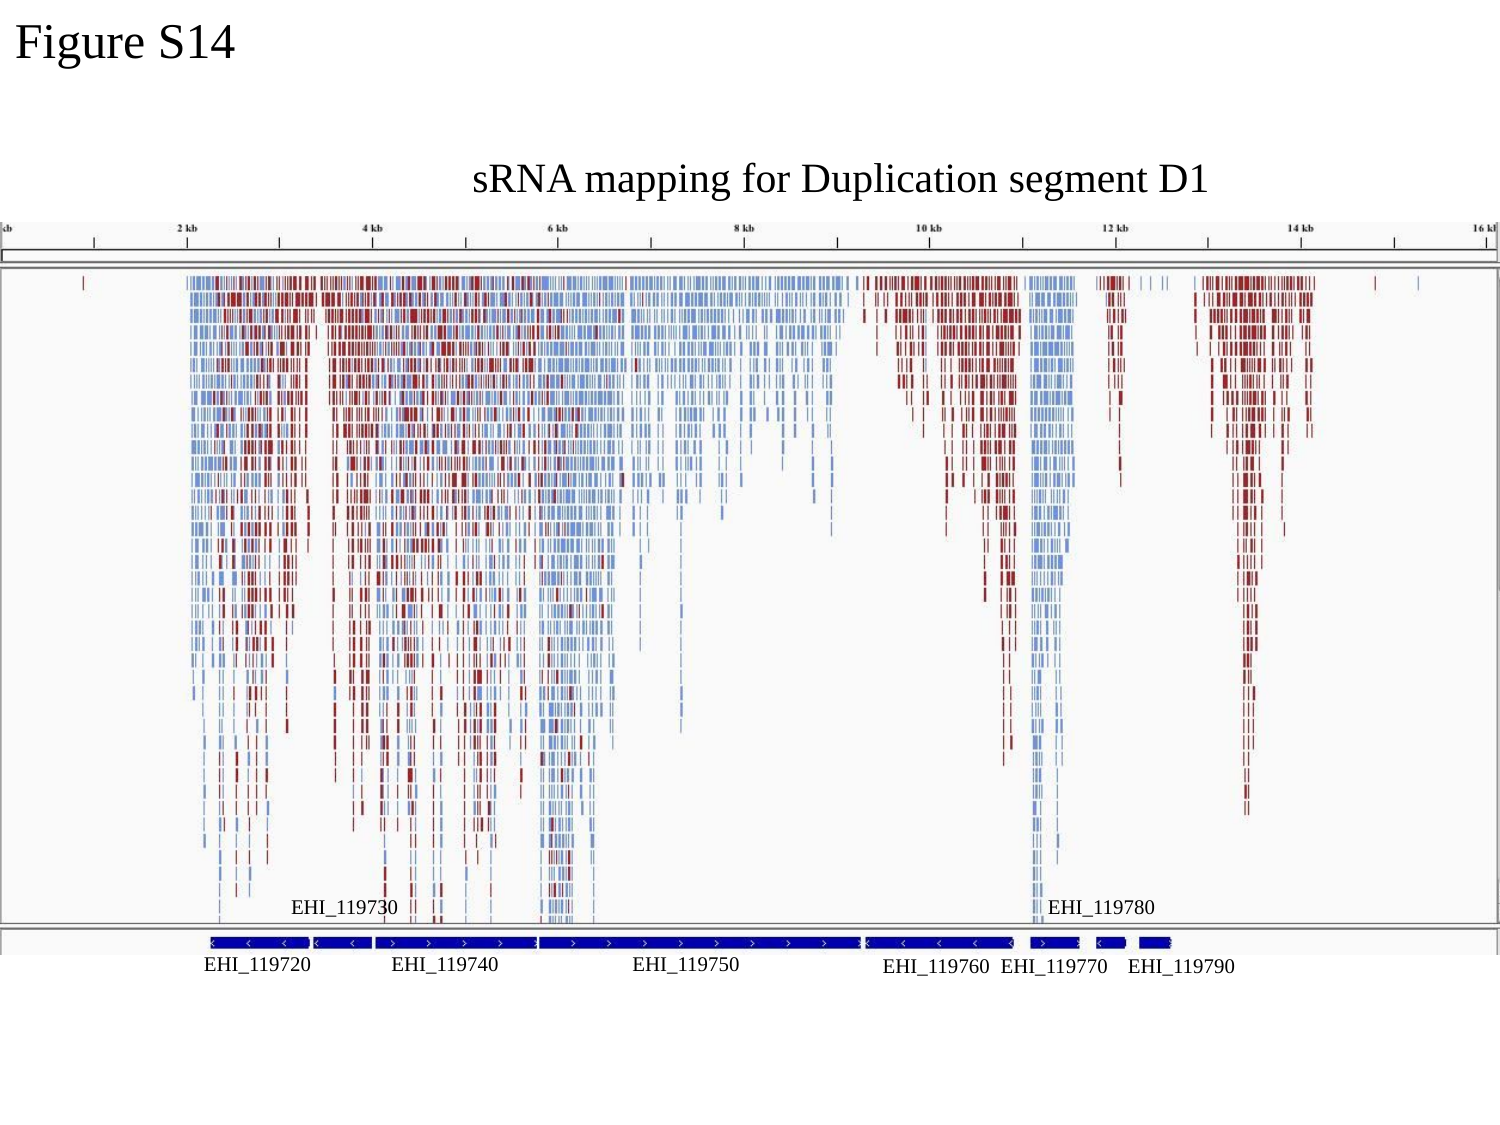

Figure S14
sRNA mapping for Duplication segment D1
EHI_119780
EHI_119730
EHI_119720
EHI_119740
EHI_119750
EHI_119760
EHI_119770
EHI_119790

How the deposited data were processed for this re-analysis (not part of the article)

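The deposited data comprise 2 small RNA libraries, 1 from each strain, with no replicate. The HM-1:IMSS library holds small RNAs that co-precipitated with Myc-tagged EhAGO2-2, and the Rahman library holds size-selected small RNAs. The paper gives 15 to 30 nt as the Rahman size range, while the sample labels give 40 nt as its upper end. The strain and the kind of library therefore differ together, and no value separates them. Samples were grouped by strain as the labels name them.

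The authors removed adaptors and linkers from the pyrosequencing reads, limited their length, kept each unique sequence once and discarded sequences that matched tRNAs, rRNAs or SINE, LINE and EhERE elements. They aligned the remaining sequences with Bowtie to the HM-1:IMSS genome with at most 1 mismatch. The authors deposited, for each library, a list with one entry per alignment that gives the sequence name, strand, supercontig, leftmost position, sequence and mismatch. The position is a coordinate and the deposited number of other loci is Bowtie's own, so neither is a measured amount, and read numbers per sequence are not part of the lists. The paper's methods name a limit of 5 loci per sequence, and the HM-1:IMSS list gives up to 165 for one sequence. All listed alignments were used in the main values.

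The HM-1:IMSS list held 339144 alignments of 140943 sequences and the Rahman list 97355 alignments of 52028 sequences. Each alignment counted as 1 small RNA at its locus, and lengths and nucleotides were counted once per unique sequence. Shares were given with Wilson intervals at a confidence level of 95%, which cover counting error only. Tests and intervals on alignments count a sequence with several loci at each of them, so these counts are not independent and the p-values are too small to that extent. Where nothing was found, 3 counts of the total were taken as the floor. This is 0.00213% of the sequences and 0.000885% of the alignments in HM-1:IMSS, and 0.00577% and 0.00308% in Rahman. Exact binomial tests and Fisher's exact tests were two-sided with a threshold of 0.05, and p-values below 1e-300 are given as 1e-300. Genes and windows of 1 library are not replicates, so no test was made across genes between the libraries.

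The analysis used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Windows were 500 bp long and started at the first base of each supercontig, and small RNAs were counted by their first nucleotide. A window with at least 100 small RNAs was a hot spot. Genes were grouped with a cutoff of 50 antisense and 50 sense small RNAs, as in the paper.

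Gene coordinates are not part of the deposited lists and no genome sequence was used. The alignments of both libraries, with their mismatches undone, spell out 974082 bases of the reference, and 9341139 repeated readings of the same base gave 0 conflicts. The paper's Table S2 lists the supercontig, length, distance to the next gene and orientation of 215 genes. A run of neighbouring genes was placed where its start and stop codons met these bases, with no stop codon inside a gene without introns. The best position had to lead the second best by at least 4 codon bases. At least 1 gene of the run had to have its start and stop codons read in full and 90% of its bases covered, and each placed gene had to have 50% of its bases covered. This placed 160 genes, 156 in such runs and 4 alone, and 55 were not placed. These thresholds were settled after passes in which the resulting counts were viewed beside those of Table S2, although the counts are no part of the rule. On simulated data with 60 supercontigs and 95% of bases covered, 207 of 207 genes were placed, all at the position they were simulated at. The simulated genes had random sequence, without introns or duplicated copies. The simulation therefore does not test placement in duplicated regions, at lower coverage or for genes with introns. Since every gene comes from the paper's list of genes with small RNAs in HM-1:IMSS, no gene was free to have none there.

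Positions along genes were those of the first nucleotide of each small RNA, with gene length set to 1. Densities were small RNAs per bp, on genes and on the stretches between neighbouring placed genes. Overlaps of antisense and sense small RNAs were counted over offsets from -100 to 100 nt. The EhSTIRP1 probe of the paper matched 3 loci, whose bounds were set after seeing the data, as the stretch of Rahman antisense small RNAs around the probe with no gap above 500 bp. The genes named individually are those the paper names in its text, where placed. For the comparison of the libraries they also include the 5 genes with the most antisense small RNAs in one library and none in the other. For density the gene with the most small RNAs in each library was added. These rules were set before the data were examined.

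Before the data were examined, alternatives were chosen for each result. They were sequences aligned to a single locus, perfect matches, 27nt sequences, and alignments weighted by 1 over the number of alignments of the sequence. Others were small RNAs wholly in the gene, cutoffs of 25 and 100 per gene, a cutoff scaled to the depth of Rahman, windows shifted by 250 bp, a window cutoff of 50 and a comparison with position 2. Genes were grouped anew under each alternative, and genes below its cutoff left out of densities unless stated. Further alternatives were chosen after seeing the data. These were sequences cloned more than once, sequences with at most 5 loci, a weight of 5 over the number of loci for sequences with more than 5, the stretches counted in Table S2, each sequence counted once at the first of its alignments on the genes compared, 27nt sequences only for the overlaps, and the density ratio with all placed genes kept.

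Of the 36 planned results, 5 were not analysed here because they need the positions of all annotated genes or introns. They are the intergenic shares of both libraries, the numbers of genes in clusters and in pairs, and the density in introns. Weighting by read number was not used here, as the lists carry none. Exon-exon junctions, microarray data, blots and the Rahman assembly were not analysed here.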

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

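The tests of shared sequences and of depth at the EhSTIRP loci, and the tests of strain sequence and of the Rahman number expected from depth in the windows, were chosen only after the result was seen.

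The paper reports antisense small RNAs for one EhSTIRP gene, while its probe sequence matched 3 loci. The Rahman library had 596 antisense small RNAs on DS571181 and 637 on DS571532, besides 518 on DS571148, the locus with the number closest to the paper's. The paper does not report small RNAs at more than 1 such locus. These numbers lie far above the floor of 3 counts. Sequences shared between paralogs could give one locus the signal of another, and 248 sequences were found at all 3 loci. Still, 496 Rahman antisense sequences at the loci aligned to a single locus, 61 on DS571148, 279 on DS571181 and 156 on DS571532, so sharing alone does not account for the signal at any of the 3. A lower depth of HM-1:IMSS cannot explain its 7 antisense sequences there, as that library has 2.71 times as many aligned sequences as Rahman. A difference between the kinds of library is another candidate explanation. There are 0 libraries of each kind from the same strain, so in these libraries the pattern cannot be told apart from that explanation. The paper reports a Northern blot of total RNA from both strains, with a signal in Rahman and none in HM-1:IMSS, which addresses that explanation with the same kind of sample. The blot was not analysed here, and its probe matches all 3 loci. The strain as the source of the pattern at each locus remains a hypothesis.

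All windows of 500 bp were compared between the libraries, with those on genes the paper discusses included. There were 99 windows with at least 50 Rahman and at most 3 HM-1:IMSS small RNAs, on 46 supercontigs, of which 17 lay at the EhSTIRP loci and 82 elsewhere. The windows on DS571176 held the most Rahman small RNAs, 741 in 9 windows between 35001 and 69500, against 1 from HM-1:IMSS. On DS571238, 4 such windows held 647 and 0. A sequence with several loci was counted in each of its windows, so these windows are not all separate sources. On some supercontigs, among them DS571828 and DS571847, 0 of the Rahman small RNAs came from a sequence with a single locus. On others nearly all did, as on DS571176 with 896 of 904 between 35001 and 69500. In the opposite direction, 358 windows had at least 50 HM-1:IMSS and at most 3 Rahman small RNAs. Differences in depth could produce such HM-1:IMSS windows. After HM-1:IMSS alignments were drawn down to the 97355 of Rahman, 56.8% of the 358 were left (mean of 20 draws, 203.2 windows), above the 50% set as the limit. The draws remove windows close to 50 small RNAs whatever Rahman shows, so the windows lost are not evidence for depth, and the share left does not decide the question. A window with 50 HM-1:IMSS small RNAs would have 14.4 from Rahman on average if depth alone differed. With Poisson scatter around such numbers, 0.00669 of the 972 windows with at least 50 HM-1:IMSS small RNAs would have at most 3 from Rahman, against the 358 found, so depth alone does not account for them. Scatter wider than Poisson was not tested. Rahman sequences that differ from the HM-1:IMSS genome would not align and could leave windows rich in HM-1:IMSS only, but not windows rich in Rahman. Windows rich in Rahman were 21.7% of all such windows, a value that follows from the 2 counts and does not test this explanation, so the 358 windows cannot be told apart from it. For the kinds of library there were again 0 pairs from the same strain, so neither set of windows can be told apart from a difference between the immunoprecipitated and the size-selected library.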

How the results depend on the processing

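No test in this part was chosen after the result was seen, but 5 alternatives were, as were the use of 27nt sequences only for the overlap and 3 density ratios with all placed genes kept, and they are named as such. The other alternatives were chosen before the data were examined. For 31 results, 197 values were computed under alternatives. Of these, 150 stayed within the interval, the 1.5-fold range of counts or the side of the threshold of the main value, 44 moved outside it, 2 lost the threshold and 1 reversed. The antisense shares, the 27nt shares, the 5′-half shares of group I and II antisense small RNAs, the 3′-half share of group III and the EhSTIRP log2 ratio kept their direction and their side of the threshold under every alternative run for them. Genes were grouped anew under each alternative, so values on groups cover the genes that reached the cutoff under it. The cause was not tested for any result that changed.

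With sequences aligned to a single locus, HM-1:IMSS had 52 genes with at least 50 small RNAs, with 46, 5 and 1 in groups I, II and III. Rahman had 30, with 27, 3 and 0. Shared genes numbered 25 in group I and 0 in group II. There were 95 supercontigs with at least 100 small RNAs, 51.7% of alignments on the top 19, 234 hot spot windows and a density ratio of 3.13 on the 52 genes and 24 stretches left. Most antisense small RNAs lay in the 5′-half on 45 group I genes, and the 25nt overlap ranked 26. The share of 27nt sense small RNAs with a first G on group III genes was 6.15%, the reverse of the main order, but the difference was not resolved (Fisher's exact test, p = 8.2e-01).

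With perfect matches only, Rahman had 1 group III gene, the top 19 supercontigs held 51.4%, and the overlap ranked 46. With 27nt sequences only, group II had 22 genes in HM-1:IMSS and 14 in Rahman with 9 shared, and Rahman group III had 0. There were 16656 single-locus sequences, 111 supercontigs, 116 hot spot windows, 52.4% on the top 19 and a density ratio of 1.71. The 3′-half share of group II sense small RNAs was 52.1% (exact binomial test, p = 6.5e-02).

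With each alignment weighted by 1 over the number of alignments of its sequence, group II had 24 genes in HM-1:IMSS and 8 in Rahman, with 5 shared. Rahman had 59 genes in all and 0 in group III. There were 131 supercontigs, 388 hot spot windows, 50.2% on the top 19 and a density ratio of 2.48. With small RNAs wholly in the gene, the density ratio was 1.89. A cutoff of 100 left 1 Rahman group III gene. A cutoff of 25, the scaled Rahman cutoff, shifted windows, a window cutoff of 50 and the comparison with position 2 changed none of the 25 values computed under them beyond these limits.

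Among alternatives chosen after seeing the data, sequences cloned more than once gave 54.4% of Rahman 27nt sequences with a first G, against 10 of the 27 sequences of 17 nt left (37.0%, 95% interval 21.5 to 55.8; Fisher's exact test, p = 8.2e-02). The share rose from its main value, and the loss of the threshold comes with a comparison group of 27. Sequences with at most 5 loci left 1 Rahman group III gene, and the stretches counted in Table S2 gave a density ratio of 2.43. A weight of 5 over the number of loci for sequences with more than 5 changed none of its 10 values beyond these limits. Counting each sequence once, at the first of its alignments on the genes compared, left the direction and the side of the threshold of all 8 results it was run for. With 27nt sequences only, used for the overlap after seeing the data, the 25nt overlap ranked 104. With all 160 placed genes and 118 stretches kept, the density ratio was 4.12 for sequences aligned to a single locus, 1.88 for 27nt sequences and 2.53 for alignments weighted by 1 over their number, while the pooled ratios were 1.14, 1.39 and 1.18. With sequences cloned more than once, the pooled ratio was 0.913 on the 136 genes and 85 stretches left. Pooled density was then higher between genes than on them.

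Groups of 3 genes limit all results for group III, and the Rahman depth limits its counts per gene. Weighting by read number and a limit of 1000 bp within clusters were not run, nor was any alternative for the 5 results not analysed here.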

Differences from the paper's values

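No test in this part was chosen after the result was seen. Alternatives chosen after seeing the values are named as such.

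The mean density between neighbouring placed genes was 0.456 small RNAs per bp, and the paper's value for intergenic regions is 0.12. The paper's text calls its value a mean, and the caption of its Figure S6 calls it a median. The median here was 0.170 between genes and 0.588 on genes, both within 1.5 times the paper's values, so the difference holds only if the paper's value is a mean. For the mean, of the alternatives set before the data were examined, 27nt sequences only gave 0.0973, within 1.5 times the paper's value, on the 71 stretches between genes still at the cutoff, but it also lowered the mean density on the paired or clustered genes from 0.808 to 0.167. The others did not bring the mean that close. They gave 0.249 with single-locus sequences, 0.184 with alignments weighted by 1 over their number and 0.414 with small RNAs wholly in the stretch, while cutoffs of 25 and 100 left the value at 0.456. With the stretches counted in Table S2 it was 0.332, and with a weight of 5 over the number of loci 0.413, both chosen after seeing the values. Also chosen then, sequences with at most 5 loci gave 0.358 on the 87 stretches left. Sequences cloned more than once gave 0.162 on 85 stretches, within 1.5 times the paper's value, but lowered the mean on genes to 0.270. With all 160 genes and 118 stretches kept, also chosen after seeing the values, the mean between genes was 0.0789 with 27nt sequences and 0.0628 with single-locus sequences, both more than 1.5 times below the paper's value, and 0.152 with alignments weighted by 1 over their number, within 1.5 times.

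For 134 of the 160 placed genes, the number of small RNAs lay within 1.5 times the number in the paper's Table S2. The other 26 genes had more small RNAs here than in that table, counted antisense or, for EHI_074540, sense.

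For 13 of the 26, the alternative with 27nt sequences only, set before the data were examined, lies within 1.5 times the paper's number. Over all 160 placed genes, though, that alternative left only these 13 within 1.5 times, against 134 in the main values, so it does not account for the paper's numbers as a whole. EHI_002240 had 501 small RNAs against the paper's 105, EHI_018030 had 506 against 110, and EHI_018150 had 242 against 59. The number was 380 on EHI_020710 against the paper's 136, 196 on EHI_020720 against 64, and 400 on EHI_034550 against 117. On EHI_034590 it was 522 against the paper's 100, on EHI_037700 it was 490 against 102, and on EHI_164180 it was 500 against 98. EHI_193670 had 402 against the paper's 120 and EHI_196720 had 481 against 102. EHI_196740 had 393 against the paper's 129 and EHI_196750 had 219 against 54. Weighting by 1 over the number of alignments, also set before the data were examined, closed the gap for EHI_002240 and EHI_164180 (72.0 and 67.0). Of the alternatives chosen after seeing the values, sequences with at most 5 loci closed it for EHI_018150 (44) and the weight of 5 over the number of loci for EHI_020710 (196.9).

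For 9 genes, perfect matches only, set before the data were examined, lies within 1.5 times the paper's number, and so does the weight of 5 over the number of loci for sequences with more than 5, which was chosen after seeing the values. Over all 160 placed genes, perfect matches left 115 within 1.5 times the paper's number and the weight of 5 left 146. EHI_018260 had 217 small RNAs against the paper's 124, EHI_034540 had 222 against 121, and EHI_056810 had 135 against 61. On EHI_059290 there were 224 against the paper's 123, on EHI_059310 there were 346 against 176, and on EHI_074510 there were 408 against 172. EHI_193660 had 336 against the paper's 148 and EHI_193680 had 222 against 121. EHI_074540 had 118 sense small RNAs against the paper's 52.

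For the remaining 4 genes, none of the alternatives set before the data were examined closed the gap. EHI_018140 had 192 small RNAs against the paper's 82, EHI_034560 had 315 against 127, EHI_059300 had 392 against 155, and EHI_056800 had 419 against 50. The weight of 5 over the number of loci, chosen after seeing the values, closed it for EHI_018140 (115.8), EHI_034560 (187.1) and EHI_059300 (216.4) but not for EHI_056800.

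The paper states that antisense small RNAs are enriched toward the 5′ end on nearly all group II genes. Most of them lay in the 5′-half on 29 of the 38 placed group II genes (76.3%). The paper does not state its rule for enrichment, so its number may rest on another rule, and copies of a gene count separately here. The paper's text and its Table S2 give different numbers of genes in clusters, and Table S2 lists 169.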

Other observations

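No test in this part was chosen only after its result was seen, and each pattern below was noticed in the same data on which it was tested. The design gives no condition that would separate a biological explanation for these patterns from the kind of library, so none was tested unless stated.

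The 26 placed genes with more than 1.5 times the paper's number of small RNAs had a median of 94.8% of their antisense alignments from sequences with more than 5 loci, against 4.17% on the other 134 placed genes. The alignments of sequences shared between many paralogs are therefore a candidate explanation for these higher numbers.

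In HM-1:IMSS, 71100 sequences were 16 to 24 nt long, beside 68821 of 25 to 28 nt. If the shorter ones came from longer small RNAs shortened at the 3′ end, they would share 5′ ends with 25 to 28nt small RNAs more often than 3′ ends. Of 185565 alignments of 16 to 24 nt, 39.7% shared a 5′ end and 48.3% a 3′ end. The ratio was 0.823, below the 1.5 set for that explanation. How often ends coincide by position alone was not measured. The ratio therefore does not decide whether part of the shorter sequences arose by shortening.

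On the 3 placed group III genes, 27nt sequences with a first G made up 1.46 times the share found among antisense small RNAs on group I genes, 11.6% against 7.91%. Fragments of mRNA were predicted to show less than 0.5 times that share. With sequences aligned to a single locus the order was reversed (6.15% for sense small RNAs on the 1 gene left). That difference was not resolved (Fisher's exact test, p = 8.2e-01), so single-locus sequences do not decide the question. The result rests on sequences with several loci and on few genes.

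Sequences without a perfect alignment made up 20.9% of the HM-1:IMSS sequences cloned once and 8.25% of those cloned more than once, and 26.4% and 12.3% in Rahman. The lower of both ratios was 2.15, above the 1.5 set for sequencing error, so sequencing error may give part of the mismatches in both libraries. Strain variants are a further candidate explanation in Rahman. Among positions covered by at least 10 single-locus sequences, 41 of 29739 in Rahman and 3 of 61221 in HM-1:IMSS had the same mismatch in at least 80% of them, a frequency 28.1 times as high in Rahman.

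Sequences of 28 to 30 nt ended in A more often than 27nt sequences, but at 30 nt the difference was not resolved in HM-1:IMSS. The share there was 44.8% of 67 sequences (95% interval 33.5 to 56.6), an interval that includes the 27nt share. At 29 nt the share was 56.2% in HM-1:IMSS (95% interval 52.8 to 59.5) against 34.5% at 27 nt (33.9 to 35.0), and 75.0% in Rahman (73.0 to 76.8) against 35.4% (34.6 to 36.1). Among sequences of 29 and 30 nt that end in A, the only mismatch fell on the last nucleotide in 31.9% of 511 in HM-1:IMSS (28.0 to 36.1) and in 34.1% of 2264 in Rahman (32.1 to 36.0). For 27nt sequences that end in A, it was 10.6% of 8967 (9.96 to 11.2) and 13.9% of 5687 (13.0 to 14.8). The lower of both ratios was 2.45, above the 2 set for the test, so an A that the genome does not encode may follow the 3′ end of some small RNAs. A base of the 3′ linker left after trimming could give the same 34.1%, and the pattern cannot be told apart from that explanation.

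In the Rahman library, 111 supercontigs had at least 100 small RNAs, and 14 of the 19 supercontigs with the most small RNAs in HM-1:IMSS were among its own top 19, which held 55.8% of its alignments (95% interval 55.5 to 56.1). It had 320 windows with at least 100 small RNAs, with 70.3% of its alignments (70.0 to 70.5).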
